# Alginate Oligosaccharides Repair Liver Injury by Improving Anti-Inflammatory Capacity in a Busulfan-Induced Mouse Model

**DOI:** 10.3390/ijms24043097

**Published:** 2023-02-04

**Authors:** Yanan Hao, Hanhan Fang, Xiaowei Yan, Wei Shen, Jing Liu, Pengfei Han, Yong Zhao, Weidong Zhang, Yanni Feng

**Keywords:** liver diseases, AOS, blood metabolites, inflammation

## Abstract

Liver diseases are associated with many factors, including medicines and alcoholics, which have become a global problem. It is crucial to overcome this problem. Liver diseases always come with inflammatory complications, which might be a potential target to deal with this issue. Alginate oligosaccharides (AOS) have been demonstrated to have many beneficial effects, especially anti-inflammation. In this study, 40 mg/kg body weight (BW) of busulfan was intraperitoneally injected once, and then the mice were dosed with ddH_2_O or AOS 10 mg/kg BW every day by oral gavage for five weeks. We investigated AOS as a potential no-side-effect and low-cost therapy for liver diseases. For the first time, we discovered that AOS 10 mg/kg recovered liver injury by decreasing the inflammation-related factors. Moreover, AOS 10 mg/kg could improve the blood metabolites related to immune and anti-tumor effects, and thus, ameliorated impaired liver function. The results indicate that AOS may be a potential therapy to deal with liver damage, especially in inflammatory conditions.

## 1. Introduction

Liver diseases affect approximately 300 million people in China, and around 30% of the US population [1,2]. Many causative factors drive liver diseases, including diet, alcohol abuse, viral infection, and auto-immune diseases [3,4]. Alcoholic liver disease (ALD) and chronic liver diseases are related to molecular patterns that stimulate inflammatory signals, oxidative damage, and necrosis to develop into fibrosis and cirrhosis [5,6]. Moreover, non-alcoholic fatty liver disease (NAFLD) has been observed to be related to inflammation, which plays a vital role in hepatic fibrogenesis, which is correlated with a high prevalence of metabolic ailments [7,8,9,10,11]. AOS, the degradation products of alginate (one type of marine polysaccharide from brown seaweed), are composed of α-L-guluronate (G) and β-D-mannuronate (M) joined by 1, 4-glycoside bonds [12]. They are natural products with attractive pharmaceutical properties that exert many beneficial effects [13,14]. They can downregulate the expression of pro-inflammatory cytokines, decrease macrophage infiltration, and upregulate the expression of anti-inflammatory cytokines, which possess anti-oxidative and anti-inflammatory effects [15,16,17,18]. However, the ability of AOS to protect against liver injury has not been reported yet.

Busulfan is usually used to treat various hematologic malignancies, immunodeficiencies, and chronic myelogenous leukemia in children and adults. It is one of the most widely used chemotherapeutics in the allogeneic hematopoietic stem cell transplantation (HSCT) conditioning regimen [19,20]. However, many adverse side effects have been reported since it is a cytostatic drug that consumes up to 60% of hepatic glutathione (GSH), an important intracellular antioxidant [21]. Busulfan could induce systemic histopathological changes in the heart, lungs, stomach, intestines, liver, kidneys, and testes [19]. Therefore, we used busulfan to establish the liver injury model in the current study.

Our previous study found that AOS improves the intestinal barrier function by benefiting intestinal cell growth, cell–cell junctions, and gut microbiota, and rescuing busulfan-diminished male infertility by improving germ cell development and the testicular microenvironment [22,23]. However, it is unknown whether AOS can improve liver function and its mechanisms. Therefore, the current study aimed to explore the beneficial improvement of AOS on busulfan-disrupted mouse liver and the underlying mechanisms.

## 2. Results

### 2.1. AOS Repaired Busulfan-Induced Liver Injury

Previously, we found that AOS 10 mg/kg BW did not affect the blood metabolism, testis, or other organs. In the current study, the mouse livers showed tight cell connections, a complete hepatic sinus structure, and a dense cytoplasmic matrix, and the samples in the A10 group were similar to those in the A0 group, Next, we focused on three groups: A0, BA0, and BA10. The busulfan caused liver cellular damage, as shown by TEM analysis (Figure 1b). In the BA0 group mouse livers, the hepatocytes were loosely arranged, and hepatic sinuses were dilated. Moreover, the mitochondria showed swelling and deformation, mitochondrial rupture, mitochondrial autophagy, matrix reduction, and matrix vacuolation in the BA0 mouse liver samples. Interestingly, compared to that in the BA0 group, the liver cells were arranged more closely, the expansion of hepatic sinuses was reduced, the cell matrix was rich, and the glycogen granules were increased in the BA10 group. Furthermore, similar to that in the A0 group, rough endoplasmic reticulum was abundant, and the membrane was clear and complete in the BA10 group. The data indicate that AOS 10 mg/kg (BA10) could repair busulfan-induced liver cell injury. At the same time, B0 increased the liver damage markers alanine aminotransferase (ALT) and aspartate aminotransferase (AST) in the mouse blood samples, while BA10 decreased them to the same levels as in the control (A0) group (Figure 1c,d). Furthermore, compared to the A0 group, the protein levels of the liver injury markers signal transducer and activator of transcription 3 (STAT3) and tribbles pseudokinase 3 (TRIB3) were increased by busulfan (BA0 group) while they were decreased in the BA10 group (Figure 2). The data together suggest that AOS had the capacity to repair busulfan-induced liver damage.

Liver injury usually accompanies oxidative stress, and AOS is known to have good antioxidant activity [24]. Busulfan increased the protein levels of superoxide dismutase 1 (SOD1) in the liver, which was decreased by BA10 (Figure 3a,b). Moreover, glutathione peroxidase 1 (GPX1) is a critical factor of anti-oxidation. The protein level of GPX1 was increased by busulfan, while it was decreased by AOS (Figure 3c,d). The data indicate that busulfan induced oxidative stress, and the liver cells increased SOD1 and GPX1 to reduce it. However, AOS reduced the oxidative stress, and SOD1 and GPX1 were not changed compared to the control group (A0 group).

### 2.2. AOS Improved Busulfan-Disturbed Gene Expression in Liver

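Poly(A) RNA from the livers of 12 male mice was sequenced, 3 mice in each of the 4 groups A0, A10, BA0 and BA10. Mice of BA0 and BA10 received busulfan, an alkylating drug that damages DNA, at 40 mg/kg, and mice of A10 and BA10 received AOS by gavage at 10 mg/kg for 5 weeks. The authors aligned the reads with SOAPaligner 2.20 and expressed each gene as RPKM. The deposited table gives an estimated read count and an RPKM value for 17871 genes in each mouse. Between 78.6% and 80.3% of the counts of a library were whole numbers (within 1e-06), and the step that gave the others is not given in the sources used here. The counts were rounded to whole numbers and used for the values that follow. Library totals were 16439508 to 18108430 counts in A0 (median 17571793), 16487497 to 17031524 in A10 (median 16758484), 16527322 to 17066542 in BA0 (median 16534846) and 16850974 to 18174590 in BA10 (median 16851893). The 12896 genes with enough counts were compared in 1 quasi-likelihood fit of edgeR over the 12 libraries after TMM scaling. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Where no gene changes, a share of about 0.05 of the genes tested has an unadjusted p under 0.05. Levels are given as CPM, mean ± SD of the 3 mice of a group. Gene lists were compared with the other genes by camera at its preset correlation between genes of 0.01. A trend of the counts over gene length and GC content explained 26.6% and 17.8% of the variance in A0 replicates 1 and 2 and 0.3% to 8.2% in the other libraries. Many of the values compared to A0 are therefore also given after removal of these trends.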

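Compared to A0, 527 genes were higher and 296 were lower in the BA0 livers. With upper-quartile factors the lower genes prevailed (415 higher and 679 lower), while DESeq2 called 854 higher and 754 lower genes and limma on RPKM, chosen after seeing the data, 1487 and 76. The A10 livers, without busulfan, had 276 higher and 193 lower genes compared to A0 (2 and 0 after removal of the trends). Of these, 190 were also higher and 103 also lower in BA0. Between BA0 and A10, compared after seeing the data, edgeR called 0 genes (640 at an unadjusted p under 0.05, no more than chance gives). The calls against A0 alone thus cannot tell an effect of busulfan from a shift of the A0 livers. In BA0 Selenbp2, a selenium-binding protein gene with higher levels in male livers, fell, and 8 targets of p53, the transcription factor that responds to DNA damage, were higher. Selenbp2 (gene 20342, chromosome 3, 94693556 to 94704413 of mm10) was at 2210 ± 146 CPM in A0 and 290 ± 73 CPM in BA0 (SD, n = 3), a log2 fold change of -2.93 (SE 0.31, adjusted p = 0.00435 from edgeR). Of 32 p53 target genes tested, 8 were higher (11 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.41 (camera, adjusted p = 4.94e-04, and adjusted p = 0.354 with an estimated correlation). With the trends removed 3 were higher (median 0.38, adjusted p = 1.02e-07). The count was 0 without A0 replicate 1 or 2, 1 without BA0 replicate 2 or 3, 5 without BA10 replicate 1 or 2 and 4 without BA10 replicate 3. In A10 compared to A0 the median of this list was 0.07 with 0 genes called (camera, adjusted p = 0.82). In BA0 compared to A10 it was 0.26 (camera, adjusted p = 2.07e-10, and 0.029 with an estimated correlation). The list mean, relative to the 12 libraries, was 0.07 to 0.49 in BA0 and BA10. It was -0.4 to -0.09 in A0 and A10. For this list these values argue against a shift of the A0 livers alone. Eda2r, a receptor gene of the TNF receptor family (gene 245527, chromosome X, 97333840 to 97377216), rose from 0.145 ± 0.159 to 2.81 ± 1.42 CPM (log2 fold change 4.19, SE 0.66, adjusted p = 0.0154). Ccng1, which encodes cyclin G1 (gene 12450, chromosome 11, 40748552 to 40755311), rose from 26.5 ± 4.76 to 55.8 ± 4.91 CPM (log2 fold change 1.07, SE 0.14, adjusted p = 0.0113). After removal of the trends the adjusted p of Selenbp2, Eda2r and Ccng1 was 0.0097, 0.0324 and 0.0162. The cell cycle inhibitor gene Cdkn1a had a log2 fold change of 1.85 (adjusted p = 0.034, and 0.0549 after removal of the trends). Ly6a, a surface marker of progenitor and endothelial cells (gene 110454, chromosome 15, 74994877 to 74998031), rose from 9.39 ± 4.83 to 83.9 ± 20.3 CPM (log2 fold change 3.15, SE 0.47, adjusted p = 0.0154). Its adjusted p was 0.0278 after removal of the trends. Without A0 replicate 1 or 2 the calls of Eda2r, Ccng1, Cdkn1a and Ly6a were lost (0.0619 to 0.132), without BA0 replicate 3 those of Eda2r, Cdkn1a and Ly6a (0.0646 to 0.0764) and without BA0 replicate 2 those of Eda2r and Cdkn1a (0.0503 to 0.0987). Further increases were those of the lipid transporter gene Mfsd2a (log2 fold change 3.45), the smooth muscle myosin gene Myh11 (2.54) and the chemokine gene Cxcl14 (2.50). Further decreases were those of Slc13a2 (-2.16), Ikzf4 (-1.96), Angptl8 (-1.88), Csrnp1 (-1.84), Serpina12 (-1.77), Mup12 (-1.80), Mup-ps16 (-1.82) and the unnamed genes BGIG10090_48015 (-4.36) and BGIG10090_47621 (-3.74). For these genes the adjusted p was 0.0257 to 0.0488, and 0.056 to 0.0966 after removal of the trends. Each was lost without A0 replicate 1 or 2 or BA0 replicate 3 and each but Cxcl14 without BA0 replicate 2, Angptl8, Csrnp1, Serpina12 and Mup12 also without BA0 replicate 1, Mfsd2a also without BA10 replicate 1 or 3, and Myh11, Cxcl14, Ikzf4, Mup-ps16, BGIG10090_48015 and BGIG10090_47621 also without any BA10 replicate and without 1 or more of A0 replicate 3, A10 replicates 1 and 2 and BA0 replicate 1 (0.0501 to 0.203). Cyp2a4 and Cyp2b9, which like the Mup genes have near-identical copies that can share reads, were at 34.7 ± 42.3 and 27.4 ± 43.5 CPM in BA0 and at 0.584 ± 0.423 and 0.31 ± 0.217 CPM in A0. Ntrk2, without a read in A0, was at 5.75 ± 5.17 CPM in BA0, and Cyp3a41a, another gene with close copies, was at 0.0669 ± 0.116 CPM in A0 and 30.8 ± 48.3 CPM in BA0. The lung airway gene Scgb1a1, with 3 reads in A0, was at 4.82 ± 0.743 CPM in BA0 and 4.8 ± 1.17 CPM in A10. After removal of the trends 41 genes were higher and 34 lower, of which 63 had been called before. Left out in turn, A0 replicates 1 and 2 left 4 genes each (Scgb1a1, Ier2, Selenbp2 and Sftpc), BA0 replicates 1, 2 and 3 left 339, 30 and 12, BA10 replicates 1, 2 and 3 left 352, 364 and 346, and A10 replicate 2 left 468, while 1876 were called without A0 replicate 3 and 1305 without A10 replicate 3.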

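Compared to BA0, 6 genes were higher and 1 was lower in the BA10 livers. Of the higher genes, 5 are immediate-early genes, which cells switch on within minutes of a stimulus. Egr1, a zinc finger transcription factor gene (gene 13653, chromosome 18, 34859823 to 34864984 of mm10), rose from 2.02 ± 0.838 CPM in BA0 to 185 ± 62.8 CPM in BA10 (SD, n = 3), a log2 fold change of 6.51 (SE 0.56, adjusted p = 6.47e-04 from edgeR). In A0 it was at 4.89 ± 1.77 CPM. Fos (gene 14281, chromosome 12, 85473890 to 85477273) rose from 0.617 ± 0.353 to 18.4 ± 6.97 CPM (log2 fold change 4.88, SE 0.57, adjusted p = 0.00618). The orphan nuclear receptor gene Nr4a1 (gene 15370, chromosome 15, 101254269 to 101274795) rose from 0.598 ± 0.0348 to 6.49 ± 2.97 CPM (log2 fold change 3.43, SE 0.39, adjusted p = 0.00613). Junb (gene 16477, chromosome 8, 84974484 to 84978718) was at 12.3 ± 0.384 CPM in A0 and fell to 4.41 ± 1.34 CPM in BA0 (log2 fold change -1.48, SE 0.26, adjusted p = 0.0216). It rose to 26.1 ± 6.52 CPM in BA10 (log2 fold change 2.56, SE 0.26, adjusted p = 0.003). Ier2 (gene 15936, chromosome 8, 84661331 to 84662852) fell from 18 ± 1.74 CPM in A0 to 7.35 ± 0.75 CPM in BA0 (log2 fold change -1.29, SE 0.12, adjusted p = 0.00143). It rose to 21.4 ± 1.08 CPM in BA10 (log2 fold change 1.54, SE 0.12, adjusted p = 4.36e-04). Of 27 immediate-early genes tested, 19 were higher in BA10 when adjusted over the list alone, and 27 had a positive log2 fold change. Their median was 1.19 (camera, adjusted p = 5.13e-81, and adjusted p = 0.00142 with an estimated correlation). In BA0 compared to A0 the median of this list was -0.42 (camera, adjusted p = 0.00803; leave-one-out median -0.61 to -0.10), with 4 genes lower and 1 higher (5 and 1 when adjusted over the list alone, and 1 to 5 and 0 to 1 with each library left out in turn). That list call was lost with an estimated correlation (adjusted p = 0.789), after removal of the trends (0.185) and without BA0 replicate 1 (0.15). Il1b, a cytokine gene of macrophages (gene 16176, chromosome 2, 129364570 to 129371139), rose from 1.15 ± 0.541 to 6.27 ± 0.878 CPM (log2 fold change 2.43, SE 0.34, adjusted p = 0.0347). The macrophage scavenger receptor gene Cd163 (gene 93671, chromosome 6, 124304656 to 124330527) fell from 7.97 ± 3.16 to 1.43 ± 0.715 CPM (log2 fold change -2.46, SE 0.36, adjusted p = 0.042). The fall of Junb in BA0 was lost after removal of the trends (0.0637) and without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0501 to 0.093). Without BA0 replicate 1 the 3 genes Egr1, Ier2 and Junb were left (Fos 0.0557, Nr4a1 0.0624), and 12 and 11 genes were called without A10 replicate 3 and BA0 replicate 2. Il1b was lost without A0 replicate 3, A10 replicate 1 or 2, BA0 replicate 1 or 2 or any BA10 replicate (0.0581 to 0.181), and Cd163 without any A0 replicate, A10 replicate 1 or 2, BA0 replicate 1 or 3 or BA10 replicate 1 or 2 (0.0636 to 0.241).

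**Figure D1:**
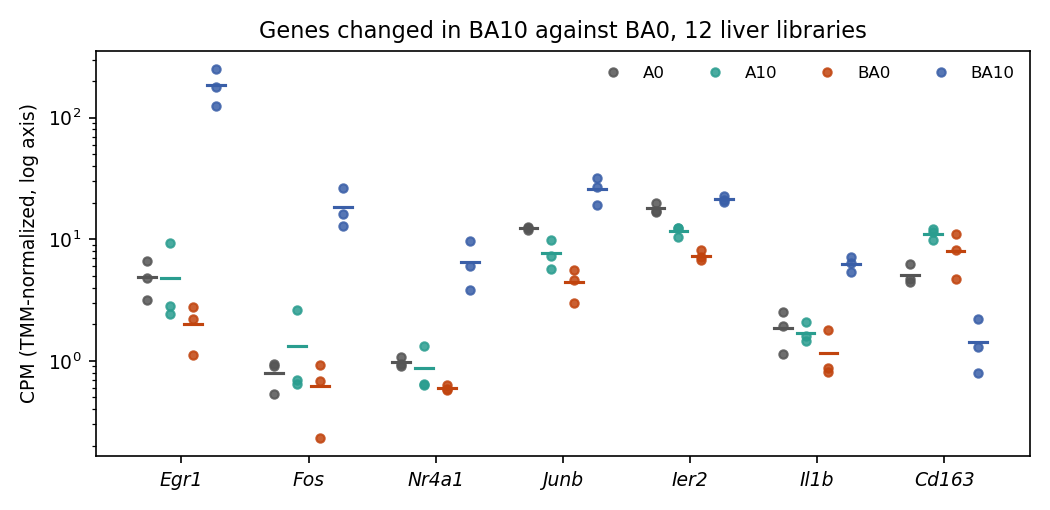
TMM-normalized CPM, on a log axis, of the 7 genes changed in BA10 compared to BA0, for each of the 12 livers (points) with the mean of each group (bars). Egr1 averages 185 CPM in BA10 and 2.02 CPM in BA0.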

To explore how AOS improved busulfan-induced liver injury, the liver gene expression was determined by RNA-seq analysis, which showed that busulfan downregulated the expressions of 749 genes and upregulated the expressions of 128 genes, while BA10 decreased the expressions of 121 genes and increased the expressions of 191 genes (Figure 4a). 

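Of 36 cell cycle genes tested, 1 was higher and 1 was lower in BA0 compared to A0, also when adjusted over the list alone. Ccnd1, which encodes cyclin D1 (gene 12443, chromosome 7, 144929931 to 144939925 of mm10), rose from 7.06 ± 3.14 to 21.8 ± 6.99 CPM (SD, n = 3), a log2 fold change of 1.63 (SE 0.38, adjusted p = 0.0367 from edgeR). Its adjusted p was 0.0639 after removal of the trends, and it was at 28 ± 9.02 CPM in BA10. Mcm10, a DNA replication gene (gene 70024, chromosome 2, 4989714 to 5012791), fell from 66.1 ± 4.35 to 32.6 ± 7.73 CPM (log2 fold change -1.02, SE 0.19, adjusted p = 0.0235) and was at 31.8 ± 8.03 CPM in BA10. The proliferation marker gene Mki67 was at 1.68 ± 0.494 CPM in A0, 2.39 ± 1.18 CPM in BA0 and 1.88 ± 0.19 CPM in BA10. Compared to BA0, edgeR, DESeq2 and limma each called 0 cell cycle genes in BA10, as did edgeR when adjusted over the list alone, and 4 passed an unadjusted p under 0.05 in edgeR. The median of the list was -0.07 in BA0 compared to A0 (camera, adjusted p = 0.317; its mean was positive; leave-one-out median -0.19 to 0.03; median -0.16, adjusted p = 0.392 after removal of the trends) and -0.11 in BA10 compared to BA0 (adjusted p = 0.19, but 0.0184 without BA0 replicate 1 and 0.0341 without BA10 replicate 2; leave-one-out median -0.22 to -0.06). Of 46 markers of Kupffer cells, T and NK cells, B cells and neutrophils tested, 2 were higher in BA0 compared to A0 (1 higher and 0 lower when adjusted over these markers alone, and 0 to 3 and 0 to 3 with each library left out in turn). The mannose receptor gene Mrc1 (gene 17533, chromosome 2, 14229392 to 14332057) rose from 18.5 ± 2.24 to 43.4 ± 11.6 CPM (log2 fold change 1.23, SE 0.18, adjusted p = 0.0154). The iron exporter gene Slc40a1 had a log2 fold change of 0.50 (adjusted p = 0.047). With the trends removed the adjusted p of Slc40a1, Mrc1 and Mcm10 was 0.315, 0.0363 and 0.0324. The 27 Kupffer cell markers, of which 2 were higher when adjusted over the list alone, had a median of 0.44 (camera, adjusted p = 0.00383, and 0.152 without A0 replicate 3), lost at adjusted p = 0.794 with an estimated correlation (median 0.51, adjusted p = 5.65e-07 after removal of the trends). Their median in BA10 compared to BA0 was -0.05 (adjusted p = 0.0798, but 0.00262 and 7.31e-05 without BA0 replicate 2 and BA10 replicate 2; leave-one-out median -0.33 to 0.09). Cd163 was the marker of the 46 that changed in BA10, also when adjusted over the list alone. The 6 T and NK cell, 6 B cell and 7 neutrophil markers had medians of 0.42, 0.20 and 0.11 in BA0 compared to A0 (camera, adjusted p = 0.799, 0.923 and 0.916; leave-one-out medians 0.02 to 0.68, -0.20 to 0.36 and -0.18 to 0.33). The same medians in BA10 compared to BA0 were -0.10, -0.44 and 0.16 (adjusted p = 0.772, 0.0413 and 0.375, the last 0.0121 without BA0 replicate 1; leave-one-out medians -0.22 to 0.12, -0.80 to -0.09 and 0.12 to 0.40). The B cell call had an adjusted p = 0.449 with an estimated correlation and was lost without any library but BA0 replicate 1 and BA10 replicate 2 (0.0521 to 0.281). Without A0 replicate 1 or 2 the calls of Ccnd1 (0.0742 and 0.132), Mcm10 (0.0685 and 0.107) and Mrc1 (0.068 and 0.0722) were lost, those of Ccnd1 and Mcm10 also without BA0 replicate 2 or 3 (0.0666 to 0.114) and that of Ccnd1 without BA10 replicate 1 or 3 (0.0509 and 0.0532). Slc40a1 kept its call only without A0 replicate 3, A10 replicate 3 or BA0 replicate 1 (0.0535 to 0.168 without each other library).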

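Single inflammatory genes were called in each direction, while most of the list (34 of 47) had a positive log2 fold change in BA0 compared to A0. In A10 compared to A0, without busulfan, 33 of 47 were positive too (median 0.24, camera, adjusted p = 0.0589). In BA0 compared to A10, chosen after seeing the data, the median was -0.02 (camera, adjusted p = 0.95). This rise against A0 is thus not particular to the busulfan livers. Of 47 inflammatory cytokine, chemokine, receptor and sensor genes tested, 2 were higher and 1 was lower in BA0 compared to A0 (3 and 1 when adjusted over the list alone, and 0 to 4 and 0 to 1 with each library left out in turn). The genes higher in BA0 were Cxcl14 and Tlr4, a receptor of bacterial lipopolysaccharide (gene 21898, chromosome 4, 66827584 to 66930284 of mm10), at 1.63 ± 0.282 CPM in A0 and 3.97 ± 1.48 CPM in BA0 (SD, n = 3), a log2 fold change of 1.28 (SE 0.32, adjusted p = 0.0432 from edgeR). The gene lower in BA0 was Ifnar2, a chain of the type I interferon receptor (gene 15976, chromosome 16, 91372783 to 91405589), at 69.1 ± 3.78 and 49.4 ± 2.16 CPM (log2 fold change -0.48, SE 0.08, adjusted p = 0.0197). In BA10 compared to BA0, Il1b was higher, and 4 genes were higher and 1 lower when adjusted over the list alone. The median of the list was 0.25 in BA0 compared to A0 (camera, adjusted p = 0.0702), which passed at 0.019, 0.0495, 0.0257 and 0.0458 without A0 replicate 1, A10 replicate 3, BA0 replicate 2 and BA10 replicate 1 and after removal of the trends (median 0.22, adjusted p = 0.0115). In BA10 compared to BA0 it was 0.08 (camera, adjusted p = 0.002, adjusted p = 0.449 with an estimated correlation, and 0.219 without BA10 replicate 2; leave-one-out median -0.04 to 0.19). In BA10 compared to A0 the median was 0.38, with 8 genes higher and 1 lower (3 to 10 and 1 with each library left out in turn). There camera gave an adjusted p = 7.57e-04, 1.90e-05 after removal of the trends and 0.63 with an estimated correlation. Across all genes, edgeR called 2 as lower in BA0 and higher in BA10, Ier2 and Junb (62 at unadjusted p under 0.05, 7 by DESeq2 and 2 by limma). It called 0 as higher in BA0 and lower in BA10 (75 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma). With the random sampling model named in the paper's methods (MARS), run here on the summed reads of each group, which the paper does not state, and at the paper's thresholds, 29 genes were lower in BA0 and higher in BA10 and 129 the opposite. This model called 12 higher in both and 1 lower in both, while edgeR at an unadjusted p under 0.05 had 62 and 11. The BA0 livers enter both comparisons, which by itself favours opposite signs. Pancreatic enzyme genes such as Cel, Cpb1 and Try5 were among those MARS called lower in BA10. BA0 replicate 2 held 466 CPM of pancreatic transcripts, against 27.6 and 39.6 CPM in the other BA0 livers. These counts alone do not show a reversal by AOS. Ifnar2 had an adjusted p of 0.0338 after removal of the trends and was lost without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0619 to 0.093), and Tlr4 after removal of the trends (0.158) and without any library but A0 replicate 3 and A10 replicates 2 and 3 (0.0503 to 0.147).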

The functional enrichment analysis discovered that cell proliferation- and immune-related pathways were enriched for the genes that were decreased in BA0 and increased in BA10; however, the inflammation-related pathways were enriched for the genes that were increased in BA0 and decreased in BA10 (Figure 4b,c). The q-RT-PCR data confirm the gene expression patterns (Figure 4d). Moreover, one of the important gene early growth responses (Egr1) for cell growth and proliferation was significantly increased by BA10 (Figure 4d). 

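Of the 20 genes named above for the largest changes in BA0 compared to A0, 9 moved back by a log2 fold change of more than 1 in BA10 compared to BA0, 5 moved back by less and 6 moved on. Those 9 were Ntrk2 (-5.04), Cyp3a41a (-4.49), Cxcl14 (-2.51), Myh11 (-2.14), Cyp2b9 (-1.73), Cyp2a4 (-1.29), Ly6a, Selenbp2 and BGIG10090_47621 (3.14). EdgeR called 0 of them in BA10 compared to BA0 (adjusted p = 0.0743 to 1), while DESeq2 called 3, Ntrk2 (4.07e-05), Cxcl14 (0.0194) and Selenbp2 (2.69e-07). Without BA0 replicate 2 the log2 fold changes of Cyp3a41a, Cyp2b9 and Cyp2a4 in BA10 compared to BA0 were -1.07, 1.86 and 0.45, and with each library left out in turn 8 to 10 of the 20 genes moved back by more than 1. In simulated data with the busulfan effect and no AOS effect 7 (3 to 11 over 50 draws) of as many genes named by the same rule did so, a test chosen only after the result was seen, so that this number does not show an effect of AOS. The p53 targets Eda2r, Ccng1 and Cdkn1a were at 3.42 ± 1.03, 55.9 ± 7.39 and 20.9 ± 6.21 CPM in BA10 (SD, n = 3). The p53 target list had a median of 0.09 in BA10 compared to BA0 (camera, adjusted p = 0.012, adjusted p = 0.249 with an estimated correlation, and 0.0525, 0.269 and 0.0861 without BA0 replicates 1 and 3 and BA10 replicate 3; leave-one-out median -0.01 to 0.15), with 0 genes called (2 higher when adjusted over the list alone, 4 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma). Selenbp2, at 1010 ± 413 CPM in BA10, lay between BA0 and A0, with a log2 fold change of 1.79 compared to BA0 (SE 0.30) that did not pass in edgeR (adjusted p = 0.0743, but 0.0484 with no filter) or limma (0.139). Ly6a was at 36.3 ± 18.2 CPM, with a log2 fold change of -1.21 that did not pass (adjusted p = 0.986). Junb and Ier2 passed the test in both comparisons and in opposite directions. Compared to A0, 896 genes were higher and 411 were lower in BA10, and 316 and 211 after removal of the trends, but 645 and 872 with upper-quartile factors. With TMM scaling these were 1307 genes, against 261, 242 and 2155 without A0 replicates 1, 2 and 3 and 254, 655 and 348 without BA10 replicates 1, 2 and 3. Of the 823 genes called in BA0 compared to A0, 61.5% had a log2 fold change of the opposite sign in BA10 compared to BA0, and their median movement back was 0.04. The 3 BA0 livers enter both comparisons, and in simulated data with the busulfan effect and no AOS effect this share of as many genes with the smallest p was 71.1% (67.3% to 73.6% over 50 draws, also chosen only after the result was seen). That simulation took the observed group means as the true effect and called 1563 genes (1420 to 1674), more than the 823 seen. Its effect is thus stronger than that in the data, and its values are only a rough guide. When the genes were called with 2 BA0 livers and the third was compared to BA10, the share was 22.3% of 332 genes, 26.7% of 30 and 58.3% of 12. It was 40% without BA0 replicate 2, 46.7% without BA10 replicate 2 and 46.7% of the 75 genes called after removal of the trends. The paper goes from the genes changed by busulfan and by AOS after busulfan (Fig. 4a) to their pathways (Fig. 4b,c) and to transcripts measured by q-RT-PCR (Fig. 4d), and from these it proposes that gene expression has a part in both the damage and the repair of the liver.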

The data suggest that busulfan disturbed liver cell gene expression, causing liver damage, while AOS could ameliorate the gene expression to repair busulfan-induced liver injury. Moreover, the data indicate that inflammation may be involved in the process.

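Interferon-stimulated genes, which cells switch on in answer to interferons, were higher in BA0 than in A0 as a group and lower in BA10 than in BA0. Of the 53 tested, 52 had a positive log2 fold change in BA0 compared to A0 (median 1.36, camera, adjusted p = 6.87e-08) and 2 in BA10 compared to BA0 (median -0.83, adjusted p = 4.68e-17; leave-one-out median -1.27 to -0.28). With an estimated correlation both calls were lost (adjusted p = 0.789 and adjusted p = 0.445 with an estimated correlation). Herc6, a ubiquitin ligase gene (gene 67138, chromosome 6, 57581000 to 57664632 of mm10), was the member that passed edgeR's test in BA0 (log2 fold change 1.41, SE 0.38, adjusted p = 0.0495). The count of 1 became 14 without A10 replicate 3, 2 without BA0 replicate 1 and 0 without any A0 or BA10 replicate or BA0 replicate 2 or 3. Herc6 was at 10.9 ± 3.25 CPM in A0, 29.2 ± 15.8 CPM in BA0 and 16.4 ± 2.33 CPM in BA10 (SD, n = 3). Ifi44 was at 1.8 ± 0.69, 20.6 ± 23.7 and 6.26 ± 5.46 CPM in these groups (log2 fold change in BA0 3.50, SE 1.16, adjusted p = 0.0803). Ifit1 was at 2.28 ± 0.532, 19.2 ± 25.3 and 3.14 ± 2.31 CPM (3.07, SE 1.03, adjusted p = 0.0835). Adjusted over the list alone, edgeR called 0 members in either comparison. At an unadjusted p under 0.05 22 were higher in BA0 and 7 lower in BA10, while DESeq2 called 10 and 0 and limma 4 and 0. The mean of the list, relative to the 12 libraries, was -0.1, 1.36 and 0.59 in the BA0 livers and 1.06 in A10 replicate 3. BA0 replicate 2 also held 466 CPM of pancreatic enzyme transcripts, and without it the median was 0.71 in BA0 compared to A0 and -0.28 in BA10 compared to BA0. With the trends removed the median in BA0 compared to A0 was 1.24 (adjusted p = 5.83e-13). Of 38 interferon-γ response and antigen presentation genes tested, 1 was higher in BA0 compared to A0, the guanylate-binding protein gene Gbp7 (log2 fold change 1.38, SE 0.37, adjusted p = 0.0499), with a count of 0 to 5 with each library left out in turn. Adjusted over the list alone edgeR called 0, and 12 passed an unadjusted p under 0.05, 5 in DESeq2 and 5 in limma. The median of this list was 0.30 in BA0 (camera, adjusted p = 0.0184, adjusted p = 0.833 with an estimated correlation, and 0.256 and 0.0728 without A0 replicate 3 and BA0 replicate 2; leave-one-out median 0.29 to 0.48; median 0.28, adjusted p = 4.31e-05 after removal of the trends). In BA10 compared to BA0 it was -0.22 (adjusted p = 5.86e-04, adjusted p = 0.559 with an estimated correlation, and 0.0811 without BA10 replicate 1; leave-one-out median -0.58 to -0.08). Of 32 acute-phase genes, which the liver makes in inflammation, 1 was lower in BA0, the pentraxin gene Apcs (log2 fold change -0.71, SE 0.15, adjusted p = 0.0322), also when adjusted over the list alone. That count was 7 without A0 replicate 3, 2 without A10 replicate 1 or 3 and 0 without A0 replicate 1 or 2 or BA0 replicate 2 or 3. The median of this list was -0.11 in BA0 (camera, adjusted p = 0.078, but 0.0161, 0.00827 and 0.0287 without A0 replicate 2, A0 replicate 3 and BA0 replicate 1; leave-one-out median -0.20 to -0.03; median -0.21, adjusted p = 0.269 after removal of the trends). For BA10 compared to BA0 it was 0.04 (adjusted p = 0.0413, adjusted p = 0.736 with an estimated correlation, and 0.0606, 0.53 and 0.657 without A0 replicate 3, BA0 replicate 3 and BA10 replicate 2; leave-one-out median -0.01 to 0.12). Herc6 and Gbp7 were lost after removal of the trends (0.147 and 0.171) and without any library but A10 replicate 3 and BA0 replicate 1 (0.0521 to 0.16), and Apcs after removal of the trends (0.0601) and without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0925 to 0.117).

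**Figure D2:**
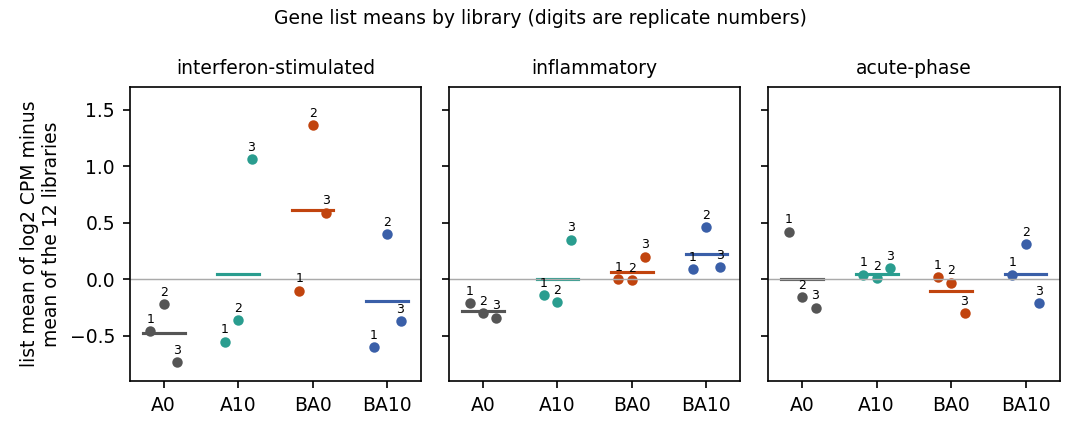
Mean log2 CPM of the interferon-stimulated, inflammatory and acute-phase genes in each of the 12 livers, relative to the mean of the 12 (points, with replicate numbers), with the mean of each group (bars). For the interferon-stimulated genes BA0 replicate 2 lies at 1.36 and A10 replicate 3 at 1.06.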

### 2.3. AOS Diminished Busulfan-Induced Inflammation Status in Liver

The RNA-seq data indicate that inflammation might be involved in busulfan-induced liver injury. The protein levels of interferon γ (IFN-γ), interleukin-6 (IL-6), interleukin-6 receptor (IL-6R), interleukin-22 receptor (IL-22R), transforming growth factor-β 1 (TGF-β1), and tumor necrosis factor-α (TNF-α) were increased in the BA0 group compared to the A0 group by immunofluorescence (IHF) staining and WB (Figure 5). Compared to A0, the protein levels of these inflammatory factors were increased in BA0 but decreased in BA10 (Figure 5). However, the protein levels of the inflammation-related factors were reduced in the BA10 group compared to the BA0 group (Figure 5). The data suggest that AOS 10 mg/kg may repair busulfan-induced liver damage by suppressing the inflammation-related signal pathways.

### 2.4. AOS Benefitted the Blood Metabolism to Support the Repair of Busulfan-Induced Liver Damage

In the current study, we found that AOS ameliorated busulfan-induced liver damage by improving the blood metabolites (Supplementary File). Compared to A0, 814 metabolites were increased, while 854 metabolites were decreased by BA0. Compared to BA0, 838 metabolites were elevated, while 830 were reduced by BA10 (Figure 6a). In the changed metabolites, there was a clear trend for organic acid and derivatives, which were decreased in the BA0 group and increased in the BA10 group (Figure 6b). Some metabolites have been found to be associated with liver inflammatory reactions and antioxidant capacities, such as tuftsin, melanostatin, S-cysteinosuccinic acid, and L-tyrosine [25,26,27,28]. These metabolites were decreased in the BA0 group but increased in the BA10 group (Figure 6c). Moreover, these metabolites were negatively correlated with liver injury-related proteins and inflammation-related factors (Figure 6d). The data further suggest that AOS could improve the systemic environment to ameliorate busulfan-caused liver damage.

## 3. Discussion

Liver diseases are a global health issue and influence millions of people worldwide [1,2]. The liver is the primary organ of complex immunological activity mediated by a diverse immune cell repertoire and non-hematopoietic cell population, and it also is an important metabolism organ in mammals [29]. Constantly changing metabolic and tissue remodeling activity could result in persistent, regulated inflammation [29,30,31]. AOS were demonstrated to have many advanced benefits [23]. However, little is known about the effects of AOS on the liver, especially on the improvement of liver inflammatory injury. Busulfan could increase the risk of liver injury in multivariable analyses and induce liver inflammation [32]. In the current study, we found that AOS 10 mg/kg could ameliorate the liver structure disrupted by busulfan, based on TEM ultrastructural pathological analysis. We discovered that busulfan-induced loosely arranged hepatocytes, dilated hepatic sinuses, and abnormal mitochondrial physiological structure, while AOS could improve busulfan-induced liver damage significantly. Furthermore, RNAseq analysis determined that AOS 10 mg/kg could improve the expressions of genes related to liver function. These data confirm that AOS protects hepatic health.

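Genes of the main liver functions were compared between BA10 and BA0 one by one and as lists. Over 318 genes in 9 lists (P450 enzymes, bile acids, amino acids, cholesterol, fatty acid synthesis and oxidation, glucose, complement and coagulation, and acute phase), the median log2 fold change in BA10 compared to BA0 was -0.01, a value that does not show equal levels, since genes moved in both directions. Albumin, the main plasma protein (Alb, gene 11657, chromosome 5, 90460897 to 90476602 of mm10), was at 70200 ± 14000 CPM in BA0 and 72500 ± 1100 CPM in BA10 (SD, n = 3), with a log2 fold change of 0.05 (SE 0.17). Of the 318 genes edgeR called 0 in this comparison, with 0 when adjusted over these genes alone, 13 at an unadjusted p under 0.05 (no more than chance gives), 3 called by DESeq2 and 0 by limma. Compared to A0, 10 of them were higher and 6 lower in BA0 (8 and 4 when adjusted over these genes alone, 0 to 18 and 0 to 24 with each library left out in turn, and none without A0 replicate 1 or 2 or BA0 replicate 2 or 3). Among 28 genes of bile acid synthesis and transport 3 were higher and 1 lower (6 and 2 when adjusted over the list alone, and 0 to 7 and 0 to 2 with each library left out in turn). The bile salt export pump gene Abcb11 (gene 27413, chromosome 2, 69238282 to 69342616) rose from 325 ± 20.3 to 428 ± 14 CPM (log2 fold change 0.40, SE 0.09, adjusted p = 0.0342). The exporter gene Abcc3 had a log2 fold change of 0.78 (adjusted p = 0.0357) and Cyp8b1, an enzyme of bile acid synthesis, one of -0.72 (adjusted p = 0.0425). These genes had log2 fold changes of -0.06, -0.03 and 0.19 in BA10 compared to BA0. Among 42 complement and coagulation genes 2 were higher in BA0, also when adjusted over the list alone (0 to 5 higher and 0 to 2 lower with each library left out in turn), the coagulation factor genes F8 (log2 fold change 1.41, adjusted p = 0.0253) and F5 (0.44, adjusted p = 0.0425). The 29 genes of glucose and glycogen metabolism had a median of 0.17 in BA10 compared to BA0 (camera, adjusted p = 2.38e-05, and adjusted p = 0.176 with an estimated correlation; leave-one-out median 0.11 to 0.21), and 3 were higher when adjusted over the list alone. Among them Igfbp1, an insulin-regulated binding protein gene, was at 63.9 ± 22.7 CPM in BA0 and 308 ± 67.1 CPM in BA10 (log2 fold change 2.27, adjusted p = 0.141). The lists other than glucose and acute phase had medians of -0.12 to 0.04 in BA10 compared to BA0 (camera, adjusted p = 0.308 to 0.675; leave-one-out medians -0.24 to 0.28). With glucose, the medians were -0.19 to 0.17 in BA0 compared to A0 (adjusted p = 0.0702 to 0.588; leave-one-out medians -0.37 to 0.40). With the direction given by camera, a list passed in BA10 compared to BA0 without BA0 replicate 1 (cholesterol up, 0.0121), BA0 replicate 2 (cholesterol down, 0.00423, fatty acid synthesis up, 1.02e-04, fatty acid oxidation up, 0.00666, complement down, 0.017), BA0 replicate 3 (amino acids down, 0.025) and BA10 replicate 3 (amino acids down, 0.0464). The same was so in BA0 compared to A0 without A0 replicate 3 (amino acids down, 0.0154), A10 replicate 3 (amino acids down, 0.0278), BA0 replicate 1 (cholesterol down, 0.00132) and BA0 replicate 2 (amino acids down, 0.00862, fatty acid synthesis down, 0.0197, fatty acid oxidation down, 0.0188). Abcb11, Abcc3, Cyp8b1, F8 and F5 were lost after removal of the trends (0.078 to 0.357) and without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0669 to 0.151). The same held for all but F8 without BA0 replicate 1 or BA10 replicate 1 (0.0533 to 0.08), Abcc3, Cyp8b1 and F5 without BA10 replicate 2 (0.0504 to 0.0557), Abcb11, Cyp8b1 and F5 without BA10 replicate 3 (0.0517 to 0.0596) and Cyp8b1 and F5 without A10 replicate 2 (0.0565 to 0.059).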

Busulfan induces liver damage via inflammation, oxidative stress, and metabolic and liver injury-related signaling pathways. In the current study, busulfan increased the protein levels of the genes in pathways related to inflammation (IFN-γ, IL-6, IL-6R, IL-22R, TGF-β, TNF-α) and liver injury (STAT3, TRIB3; SOD1, GPX1), while AOS decreased the protein levels of them significantly. IFN-γ plays a crucial role in activating cellular immunity and stimulating an anti-tumor immune response [33,34]. IL-6 is produced in response to infections and tissue injuries in the liver generation, contributing to host defense by stimulating acute-phase responses, hematopoiesis, and immune reactions [35]. IL-6R is the receptor of IL-6, which regulates inflammatory reactions [36]. Furthermore, the IL-22/IL-22R signaling pathway plays a vital role in hepatocytes in inducing the production of chemokines, and the chemotactic immune cells reach the local area to aggravate the inflammatory pathology [37]. It is known that TGF-β1 is related to cell immunity [38,39]. Moreover, TNF-α is one of the pro-inflammatory cytokines that can cause inflammation and apoptotic cell death and can mediate the release of a variety of cytokines, such as IL-6, interleukin-8 (IL-8), and interleukin-1β (IL-1β), by stimulating macrophages [40,41,42]. It is known that STAT3 plays a pivotal role in the pathogenesis of liver diseases and contributes to the development and progression of fibrosis in the liver, a transcriptional factor involved in immune responses, inflammation, and tumorigenesis [43,44]. Furthermore, TRIB3 is a stress protein upregulated in response to multiple stressors; its elevated expression positively correlates with the development of human hepatic fibrosis associated with suppressed autophagy [45,46]. Oxidative stress always plays a vital role in liver diseases. SOD is an antioxidant metalloenzyme in organisms and plays a vital role in balancing oxidation and anti-oxidation [47]. Our data suggest that AOS could reduce inflammation and liver injury induced by busulfan.

Liver inflammation is closely related to metabolism [48]. Some metabolites interact with liver injury. Tuftsin is a bioactive peptide fragment that promotes phagocytosis associated with the immune system. It can enhance the phagocytosis and pinocytosis of these cells [25]. Our study found that tuftsin was decreased by busulfan but increased by AOS 10 mg/kg. It is a tetra peptide substance related to anti-inflammatory, antioxidant, and anti-tumor pathways. Interestingly, busulfan also decreased some metabolites that were increased by AOS 10 mg/kg, such as melanostatin, S-cysteinosuccinic acid, and L-tyrosine, which regulate the immune system [26,27,28]. AOS could potentially repair the busulfan-induced liver damage by modulating plasma metabolites related to anti-inflammation.

## 4. Materials and Methods

### 4.1. Study Design and Ethics

The animal procedures used in this study were approved by the Committee on the Ethics of Animal Experiments of Qingdao Agricultural University’s Institutional Animal Care and Use Committee (IACUC) (QAUR2020106) [49]. The study was performed according to the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Mice were housed in an 8 pm to 8 am light/dark cycle and in a temperature-controlled environment of 23 °C with humidity of 50–70%. In the study, the AOS were donated from Qingdao Bozhihuili CO., LTD., Qingdao, China. Experiments were carried out using three-week-old ICR male mice. The mice were randomly divided into four groups with 30 mice in each group: (1) a control group dosed with ddH_2_O (A0); (2) an AOS 10 mg/kg BW group (A10); (3) a busulfan group dosed with ddH_2_O (BA0), and (4) a busulfan + AOS 10 mg/kg BW group (BA10) (Figure 1a). The busulfan was intraperitoneally injected with 40 mg/kg BW once. The next day, the mice were dosed with ddH_2_O or AOS 10 mg/kg BW every day by oral gavage. The gavage volume was 0.1 mL/mouse/day, and it was administered every morning for five weeks. The AOS was dissolved in ddH_2_O as a stock solution, and then the working dosing solution was freshly diluted in ddH_2_O every day for five weeks. Subsequently, the mice were humanely euthanized to collect the samples for different analyses.

### 4.2. Ultrastructural Pathological Determination by Transmission Electron Microscope (TEM)

The sample preparation for TEM analyses was performed as previously described [50]. Briefly, the mouse livers were collected and fixed in 2% glutaraldehyde made in sodium phosphate buffer (PH 7.2) for 2 h. The specimens were washed extensively to remove excess fixative and subsequently post-fixed in 1% OsO_4_ for one hour in the dark. After extensive washing in phosphate buffer, the samples were dehydrated in an increasingly graded series of ethanol and infiltrated with an increasing concentration of Spur’s embedding medium in propylene epoxide. Then, the specimens were polymerized in an embedding medium at 37 °C for 12 h, at 45 °C for 12 h, and at 60 °C for 48 h. Fifty manometer sections were cut on a Leica Ultracut E equipped with a diamond knife (Diatome, Hatfield, PA, USA) and collected on Formvar-coated, carbon-stabilized molybdenum (Mo) grids. The sections containing grids were stained with uranyl acetate, left to air-dry overnight, and imaged on a JEM-2010F TEM (JEOL Ltd., Tokyo, Japan). Damage in the samples was confirmed using an X-Max^N^80 TLE EDS (Oxford Instruments, Abingdon, UK).

### 4.3. Gene Expression Determined by Quantitative Transcriptomics (RNA-Seq 168 Transcript Profiling) and Messenger RNA (mRNA) Quantitative Real-Time Polymerase Chain Reaction (q-RT-PCR)

#### 4.3.1. RNA Sequencing (RNA-Seq) Analysis

Transcriptomics were analyzed as described in our recent paper [50]. In brief, the total ribonucleic acid (RNA) in livers was isolated using TRIzol Reagent (Invitrogen, Waltham, MA, USA) and purified using RT2 qPCR-Grade RNA Isolation Kit from SABiosciences Co., Ltd. (Frederick, MD, USA). The quality of the RNA was controlled by the A260/A280 ratio being N2.0 and confirmed by electrophoreses, with a fraction of each total RNA sample with sharp 18S and 28S ribosomal RNA (rRNA) bands, as reported in our recent publication [51]. The total RNA samples were first treated with DNase I to degrade any possible deoxyribonucleic acid (DNA) contamination. The mRNA was then enriched using oligo (dT) magnetic beads. The mRNA was reduced to short fragments (about 200 bp). Subsequently, the first strand of cDNA was synthesized using a random hexamer primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double-strand cDNA was purified with magnetic beads, and the 3’-end single nucleotide A (adenine) addition was then performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library during the QC step. The library products were ready for sequencing via Illumina HiSeqTM 2000. The reads were mapped to reference genes using SOAPaligner (Version 2.20) with a maximum of a two-nucleotide mismatch allowed at the parameters of “-m 0 -x 1000 -s 40 -l 35 -v 3 -r 2”. The number of reads for each gene was transformed into reads per kilo bases per million reads (RPKM), and then differently expressed genes were identified by the DEGseq package using the MA-plot-based method with the random 186 sampling model (MARS) method. The threshold was set as a false discovery rate (FDR) of ≤0.001, and an absolute value of log2Ratio ≥ 1 was set to judge the significance of the difference in gene expression. The data were then analyzed by gene ontology (GO) enrichment and the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment.

#### 4.3.2. mRNA q-RT-PCR Analysis

The total RNA was isolated as described above. The total RNA was quantified using a Nanodrop 3300 (ThermoScientific, Waltham, MA, USA) [51]. Two micrograms of the total RNA were used to make the first strand of complementary DNA (cDNA; in 20 µL) using an RT2 First Strand Kit (Cat. No: AT311-192 03, Transgenic Biotech, Beijing, China) following the manufacturer’s instructions. The generated first-strand cDNAs (20 µL) were diluted to 120 µL with double-deionized water (ddH_2_O). Then, 1 µL was used for one PCR reaction (in a 96-well plate). Each PCR reaction (12 µL) contained 6 µL of qPCR Master Mix (Roche, Mannheim, Germany), 1 µL of diluted first-strand cDNA, 0.6 µL primers (10 µM), and 4.4 µL of ddH_2_O. The primers for the qPCR analysis were synthesized by Invitrogen and are presented in Table 1. The qPCR was conducted with the Roche LightCycler^@^ 480 (Roche, Germany) with the following program: Step 1: 95 °C, 10 min; Step 2: 40 cycles of 95 °C, 15 s; 60 °C, 1 min; Step 3: dissociation curve; Step 4: cool down. Three or more independent experimental samples were analyzed.

### 4.4. Histopathological Analysis

The liver was soaked in 4% paraformaldehyde for no less than 4 h. After gradient dehydration, the liver was embedded in paraffin. Liver sections (5 μm) were prepared and subjected to immunostaining as previously described [52]. In brief, the sections were rehydrated with gradient and first blocked with normal goat serum in tris-buffered saline (TBS), followed by incubation (1:150 in TBS-1% BSA) with primary antibodies at 4 °C overnight. After a quick wash with tris–salt buffer with Tween-20 (TBST) (TBS-1‰ Tween 20, 10 min ×3), the sections were incubated with a Cy3-labeled goat anti-rabbit or goat anti-mouse secondary antibody (Beyotime Institute of Biotechnology, Shanghai, China) at 37 °C for 30 min. After three washes with TBST and counterstaining with Hoechst 33342, the stained sections were visualized using a NikonEclipseTE2000-U fluorescence microscope (Nikon, Inc., Melville, NY, USA). Finally, the captured fluorescence images were analyzed using Image J software.

### 4.5. Western Blotting (WB)

The procedure for WB analysis is reported in our previous publications [49]. Briefly, the liver tissue samples were lysed in radioimmunoprecipitation assay (RIPA) buffer containing a protease inhibitor (PI) cocktail from Sangon Biotech, Ltd. (Shanghai, China). The protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Suzhou, China). The primary antibodies used in this study are summarized in Table 2. Actin was used as the loading control. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from the Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex^®^ by Life Technologies (Carlsbad, CA, USA). Fifty micrograms of total protein per sample were loaded onto 10% sodium dodecyl sulfate (SDS) polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for two hours at 4 °C. Then, the membranes were blocked with 5% BSA for one hour at RT, followed by three washes with 0.1‰ Tween-20 in TBS (TBST). The membranes were then incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4 °C. After three washes with TBST, the blots were incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Ab, respectively, for one hour at room temperature. After three washes, the blots were imaged. The bands were quantified using Image J software. The intensity of the specific protein band was normalized to actin first, and then the data were normalized to the control.

### 4.6. Plasma Metabolite Measurements by LC/MS

Plasma samples were collected and immediately stored at −80 °C. Before liquid chromatograph mass spectrometer (LC-MS)/MS analysis, the samples were thawed on ice and processed to remove proteins. Then, the samples were detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) [22]. Fifteen samples in each group were analyzed for the plasma samples.

### 4.7. Statistical Analysis

The data were analyzed using SPSS statistical software (IBM Co., New York, NY, USA) with one-way analysis of variance (ANOVA) followed by least-significant difference (LSD) multiple comparison tests. All groups were compared with each other for every parameter. The data are shown as the mean ± SEM. Statistical significance is based on *p* < 0.05.

## 5. Conclusions

This investigation demonstrates that AOS 10 mg/kg could improve busulfan-injured liver function. The study presents a new idea for treating liver disease, especially with inflammation complications. As a natural product with many physical benefits and no side effects, AOS is a potential therapeutic method to boost liver function for patients with liver diseases. We have reason to believe that AOS and even its derivatives will be widely used in our life and play important roles widely. The underlying mechanisms of AOS are attracting more and more attention.

## Figures and Tables

**Figure 1:**
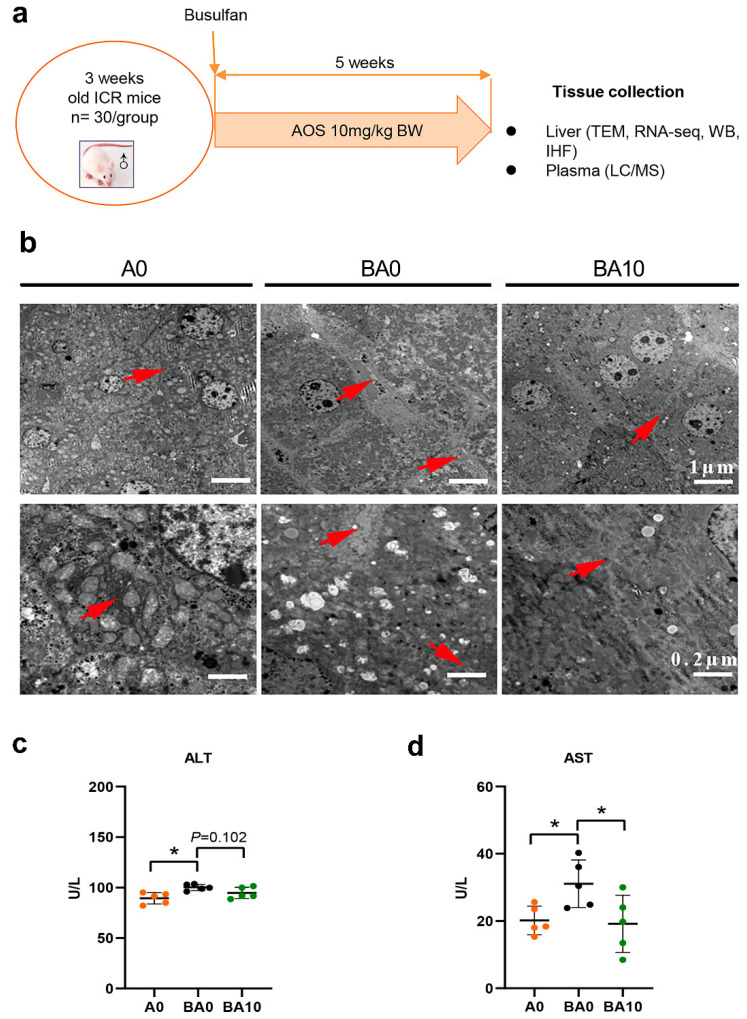
AOS 10 mg/kg improved busulfan-injured liver structure. (**a**). Experimental design (n = 30/group). (**b**). TEM photos with different magnifications. The red arrow indicates the damaged structure of liver. Scale bar: 1 μm/0.2 μm. (**c**). ALT in mouse blood. The *y*-axis represents the concentration of ALT in the mouse blood. The *x*-axis represents the treatment. * *p <* 0.05. (**d**). AST in mouse blood. The *y*-axis represents the concentration of AST in the mouse blood. The *x*-axis represents the treatment. * *p <* 0.05.

**Figure 2:**
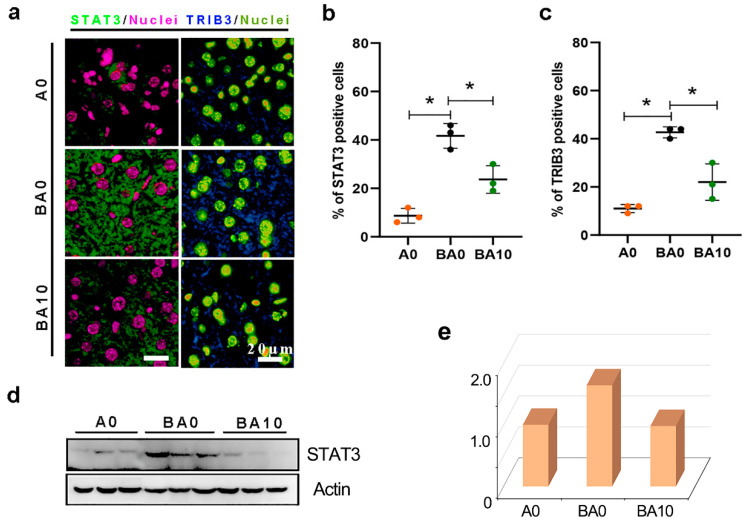
AOS 10 mg/kg improved liver impairment. (**a**). IHF staining of liver injury marker STAT3, TRIB3 in each treatment. Scale bar: 20 μm. (**b**,**c**). Statistical analysis of IHF results. The *y*-axis represents the positive rate of antibodies. The *x*-axis represents the treatment. * *p <* 0.05. (**d**,**e**). Western blotting analysis of liver injury marker STAT3 in each treatment.

**Figure 3:**
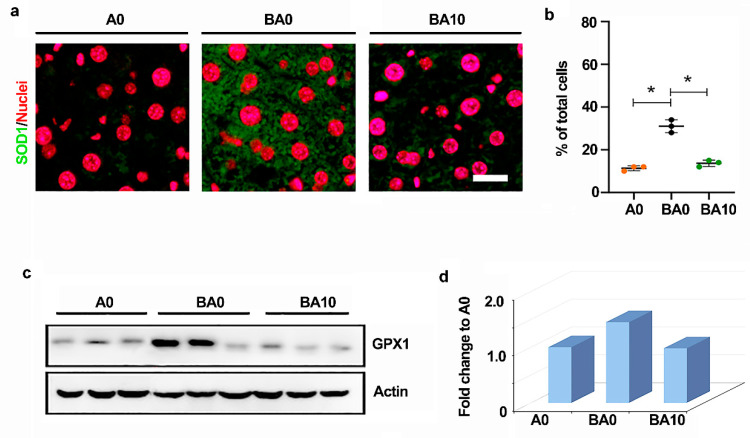
AOS 10 mg/kg benefited antioxidant capability and cell proliferation. (**a**). IHF staining of antioxidant marker SOD1. Scale bar: 20 μm. (**b**). Statistical analysis of IHF results. The *y*-axis represents the positive rate of antibodies. The *x*-axis represents the treatment. * *p <* 0.05. (**c**,**d**). Western blotting analysis of liver antioxidant capability (GPX1) in each treatment.

**Figure 4:**
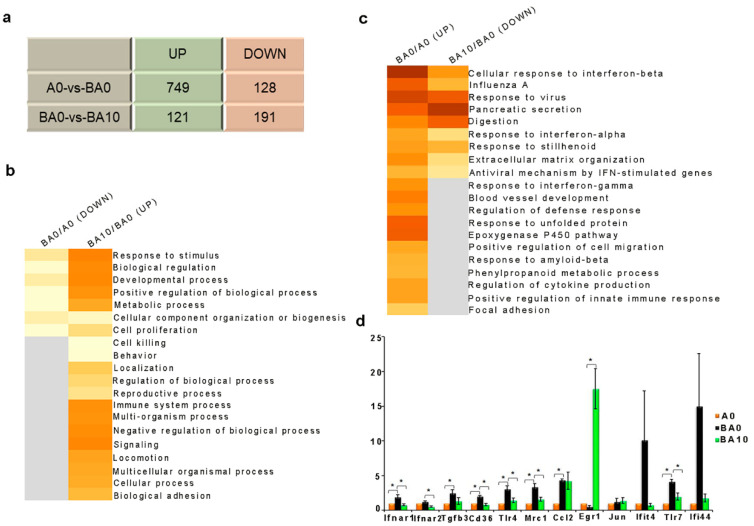
AOS 10 mg/kg repaired busulfan-disrupted liver genes. (**a**). Summary of genes changed in the different compared groups. (**b**,**c**). Gene functional enrichment analysis of genes that were decreased by busulfan and increased by AOS 10 mg/kg based on the RNA-seq analysis of liver tissue by online Metascape software (https://metascape.org/gp/index.html#/main/step1 accessed on 6 July 2020). (**d**). Results of q-RT-PCR. * *p <* 0.05.

**Figure 5:**
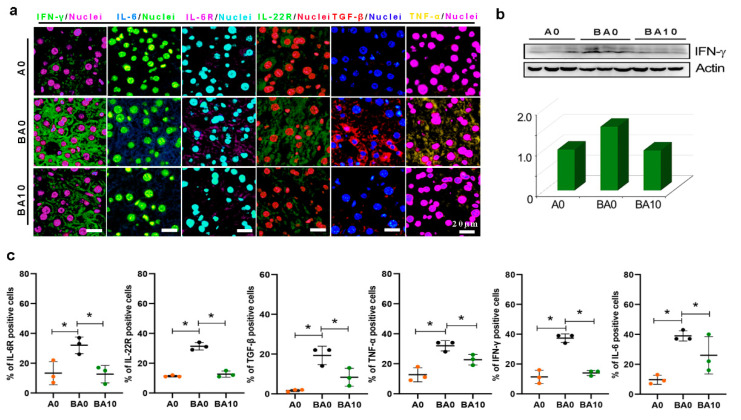
AOS 10 mg/kg ameliorated busulfan-induced liver inflammatory reaction. (**a**). IHF of inflammation-related proteins. Scale bar: 20 μm. (**b**). Western blotting analysis of IFN-γ in each treatment. (**c**). Statistical analysis of IHF. The *y*-axis represents the positive rate of antibodies. The *x*-axis represents the treatment. * *p <* 0.05.

**Figure 6:**
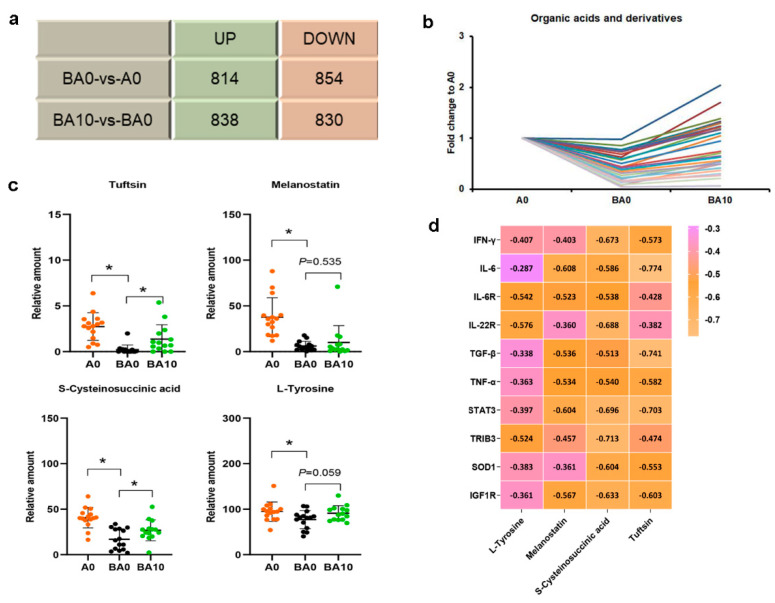
AOS 10 mg/kg benefited blood metabolism. (**a**). Summary of the changed metabolites in the different compared groups. (**b**). Fold-change in A0 group of organic acids and derivatives. The *y*-axis represents the fold-change in A0. The *x*-axis represents the treatment. (**c**). The metabolites changed in each treatment. The *y*-axis represents the relative abundance of metabolites. The *x*-axis represents the treatment. n = 15, * *p* < 0.05 (**d**). Correlation between metabolites and liver injury proteins.

**Table 1:** Primers used for q-RT-PCR.

Genes	Sequences (5’–3’)	Fragment Size (bp)	Accession No.
*β-Actin*	F: TCGTGGGCCGCTCTAGGCAC	255	NM_007393.3
	R: TGGCCTTAGGGTTCAGGGGGG		
*GAPDH*	F: AACAGCAACTCCCACTCTTC	111	NM_001289726.1
	R: CCTGTTGCTGTAGCCGTATT		
*IFNAR1*	F: CACGGTCGCTGTAGAAGTAAAG	104	NM_010508.2
	R: TCTCCTCCTCTTCGTTGGAATA		
*IFNAR2*	F: GACTTAAGAGCTGAGCAGGATG	106	NM_001110498.1
	R: AGACGGTGTGATAGTCTCTAGG		
*Tgfb3*	F: CGCTACATAGGTGGCAAGAA	108	NM_009368.3
	R: CAAGTTGGACTCTCTCCTCAAC		
*CD86*	F: CCTGGAAAGGTCTGGAGAATG	110	NM_019388.3
	R: GGCAGATCAGTCCTTCCATAAA		
*Tlr4*	F: GAGCAAACAGCAGAGGAAGA	111	NM_021297.3
	R: CCAGGTGAGCTGTAGCATTTA		
*Mrc1*	F: GGCGAGCATCAAGAGTAAAGA	98	NM_008625.2
	R: CATAGGTCAGTCCCAACCAAA		
*Ccl2*	F: GCTCAGCCAGATGCAGTTA	104	NM_011333.3
	R: CTGCTGGTGATCCTCTTGTAG		
*Egr1*	F: CGTCCTGTTCCCTTTGACTT	122	NM_007913.5
	R: GCATGTGATGGAGAGGATACTG		
*JUN*	F: CCAGACTGTACACCAGAAGATG	102	NM_010591.2
	R: CAACCAAAGTGTCTGCTTTCC		
*Ifit1*	F: CAGGATATTCACCTCCGCTATG	117	NM_008331.3
	R: CCTCCAAGCAAAGGACTTCT		
*Tlr7*	F: GTACCAAGAGGCTGCAGATTAG	135	NM_001290755.1
	R: CCTCAAGGCTCAGAAGATGTAAG		
*Ifi44*	F: GCTGGGAAGTCTAGCTTTGT	110	NM_001370771.1
	R: GTCCTGTACTTGTCAGAGATTCC		

**Table 2:** Antibodies used for WB and IHF.

Antibodies	Cat. No.	Company (accessed on 23 August 2020)
*β-Actin*	D110001-0200	www.sangon.com.cn
*IFN-γ*	bs-0481R	www.bioss.com.cn
*IL-6*	bs-0782R	www.bioss.com.cn
*IL-6R*	bs-23660R	www.bioss.com.cn
*IL-22R*	bs-2624R	www.bioss.com.cn
*TGF-β1*	bsm-33345M	www.bioss.com.cn
*TNF-α*	bs-10802R	www.bioss.com.cn
*STAT3*	bs-55208R	www.bioss.com.cn
*TRIB3*	bs-7538R	www.bioss.com.cn
*GPX1*	bs-3882R	www.bioss.com.cn
*SOD1*	bs-10216R	www.bioss.com.cn
*IGF1R*	bs-4985R	www.bioss.com.cn

## Data Availability

The liver RNA-seq raw data presented in this study were deposited in NCBI’s Gene Expression Omnibus under accession number GSE143245.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24043097/s1.

How the deposited data were processed for this re-analysis (not part of the article)

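Liver RNA of male mice given water or AOS by gavage, each with or without a single injection of busulfan, was sequenced in 12 libraries, 3 mice in each of the 4 groups. The paper states that RNA was extracted with TRIzol, enriched with oligo(dT) beads, fragmented and reverse transcribed with random hexamers. The estimated counts were made by the authors from reads aligned to reference genes with SOAPaligner 2.20 (build mm10, as deposited). The gene annotation, the counting tool and the step that gave counts with decimals are not given in the sources used here. The RPKM values were made by the authors from these counts, by dividing by gene length and library total. No per-sample column was left out, and the 8 columns of group means were not used. Gene identity, coordinates, length and GC content came from GENCODE release M21 for mm10, which holds 16372 (91.6%) of the genes by their Entrez identifier.

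The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by filterByExpr (at least 10 counts, here 0.593 CPM, in enough libraries for a group, and at least 15 in total). The quasi-likelihood fit had 8 residual degrees of freedom, a common biological coefficient of variation of 0.203 and a prior of 3.47 degrees of freedom. TMM factors were 0.851 and 0.879 in A0 replicates 1 and 2 and 0.97 to 1.077 in the others. The 10 genes with the most counts took 22% to 30.6% of a library, and 21 major urinary protein genes took 18.83%, 15.62% and 12.77% in the A0 libraries and 8.38% to 14.67% in the others. The contrasts were BA0 vs A0, BA10 vs BA0, BA10 vs A0, A10 vs A0, the AOS effect with minus without busulfan, and, chosen after seeing the data, BA0 vs A10 and BA10 vs A10. For genes adjusted p comes from the tool named, or from edgeR where none is named. Of 41 gene lists, the 37 with at least 5 genes tested entered limma's camera, with adjustment over the lists of a contrast. As an alternative the correlation was estimated from the data. The paper used Metascape; GO and KEGG were not available, so these lists stand in for its pathways. They cover interferon, inflammation, acute phase, complement, cell cycle, immediate-early, p53, stress, antioxidant, metabolic, mitochondrial, autophagy, matrix, clock, sex-biased and histone genes, markers of liver cell types and of other tissues, and the transcripts the paper measured.

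The tests, the lists, the alternatives except those named as chosen later, and the rule for named genes were set before the data were examined. Named genes are, for BA0 vs A0 and BA10 vs BA0, the 10 higher and the 10 lower genes with the largest log2 fold change among those called, with no overlap between the groups and a mean of at least 1 CPM, for each list up to 4 members with the smallest p, and every gene the paper names. Genes named where few were called, such as Sftpc, and Alb and Mki67 fall outside this rule and were singled out after their values were seen. For each library splines with 3 inner knots over gene length and over GC content were removed through offsets for the 12219 tested genes (94.8%) with both values. This alternative was chosen after seeing the data, as were robust empirical Bayes, limma on log2(RPKM + 0.1) for genes of at least 1 RPKM in 3 libraries, leaving out major urinary protein and albumin genes, leaving out pairs of libraries, and the lists of lung and clock genes. The paper's thresholds were an FDR of 0.001 and a log2 fold change of 1. The random sampling model named in the paper (MARS) was run as an alternative on the summed reads of each group, which ignores the spread between mice. Summing is a choice made here, since the paper does not state how the mice of a group were combined. The alternatives set for normalized values were not run, since the table holds counts. The metabolite and protein data of the paper were not analysed.

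The tests were tested on simulated data of the same depth. The spread of a gene was taken from the trend over expression, genes varied independently, and the changed genes had a mean of at least 1 CPM. The shares called may thus be too high for genes that vary more between mice. Of 100 genes changed by a log2 fold change of 1 and 100 changed by 2, edgeR called 69 and 97 with 12 false calls among 12771 genes, DESeq2 69 and 96 with 22, and limma 70 and 97 with 14. With a length trend added to the simulated A0 libraries edgeR made 853 false calls, and 6 after removal of the trends.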

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

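The tests of gene length and GC content, of genes shared in simulated data, of BA0 replicate 2, of pancreatic RNA, of clock and heat shock genes and of AOS after busulfan on the immediate-early genes were chosen only after the result was seen.

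The paper does not report A10 for RNA. In A10 compared to A0 276 genes were higher and 193 lower, 469 in all, against 1, 1 and 1675 without A0 replicates 1, 2 and 3, 2, 5 and 5 without A10 replicates 1, 2 and 3, 2, 2 and 8 without BA0 replicates 1, 2 and 3 and 2 without any BA10 replicate. Of these genes 244 changed in the same direction in BA0 and BA10 compared to A0. The comparisons share the A0 libraries, and as many genes per comparison in simulated data, where genes vary independently, had 81 in common (70.5 to 93.8 over 50 draws) with no effect in any group and 52.5 (42.5 to 66.5) with the busulfan effect alone, fewer than the 244 seen. These 2 models leave out genes that vary together and the trends over length and GC content in single A0 libraries. An overlap above theirs thus does not show that A0 differs as a group. The higher of the 244 genes have a median length of 6217 bases and 43.7% GC, the lower 1656 bases and 56.2% GC, and all tested genes 3413 bases and 49.5% GC.

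After removal of the trends over length and GC content 2 genes were called in A10 compared to A0, and the median absolute log2 fold change of the 244 shared genes went from 0.58 (SE 0.12) to 0.30 (SE 0.10) in A10, from 0.57 to 0.32 in BA0 and from 0.57 to 0.30 in BA10. The calls ended because the changes shrank, not because the spread grew, while 239, 236 and 232 of the genes had the same sign and 2, 33 and 79 were still called in A10, BA0 and BA10, so that the trends may account for a part of the pattern. A separate batch that also held lung RNA was tested with 17 further lung genes, whose sum was 253 ± 35.6 CPM in A0 and 266 ± 21.9 CPM in the others (SD, n = 3 and 9; one-sided exact permutation p = 0.232, smallest possible 0.00455). The bound set for this test was wrong, since Abca3, at 184 to 251 CPM in every library, makes 81.8% of the sum and hides a small share of lung RNA, and the 12 genes near the floor (1.43 ± 0.177 and 1.76 ± 0.757 CPM, exact permutation p = 0.232) exclude nothing. Effects of AOS and of busulfan that add up would give a ratio near 1 of the change in BA10 to the sum of those in A10 and BA0. The ratio was 0.50 (quartiles 0.44 to 0.58), a value that a batch and effects that saturate give alike, so that these cannot be told apart. Chance variation of the A0 livers favours this value too, since they enter all 3 comparisons by which the 244 genes were chosen. The ratio thus does not decide between these explanations.

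The interferon-stimulated genes are higher in BA0 than in A0 by camera at its preset correlation (adjusted p = 6.87e-08, and 2.22e-14 to 0.00104 with each library left out in turn), a call that is lost with an estimated correlation (adjusted p = 0.789). A part of the rise rests on BA0 replicate 2, without which their median log2 fold change is 0.71 in place of 1.36 (1.13 to 1.56 without any other A0 or BA0 library). That library holds pancreatic RNA, but the summed interferon-stimulated genes rose there by 1430 CPM and the pancreatic genes by 437 CPM, a ratio of 3.27 where tissue made of enzyme transcripts would give at most 1. A10 replicate 3, with 21.3 CPM of pancreatic transcripts, had a rise of 751 CPM. An effect of busulfan stays open, since the list mean of the 6 busulfan libraries exceeded that of the 6 others by 0.42 with an exact permutation p = 0.318. Livers of 1 group lay far apart, at -0.1, 1.36 and 0.59 in BA0 and -0.55, -0.36 and 1.06 in A10. A response of single mice to an infection or another stimulus was not tested.

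The immediate-early genes are higher in BA10 than in BA0. A different time of day would move the clock genes of opposite phase apart. The 8 genes of one phase went in each direction, with Per1 at a log2 fold change of 0.73, Per2 at 0.54 and the others at -0.33 to -0.04, and had a median of -0.13, while 5 of the other, such as Arntl and Clock, had one of 0.22. The difference of -0.35 lies under the bound of the test, which was set after the data were seen. The genes of the first phase did not move together, so their median does not decide whether the time of killing differed. Stress of handling or delayed freezing may raise heat shock genes too, and their median was 0.43, between the bounds set for the test. An effect of AOS after busulfan is a candidate explanation, with a median of 1.23 for the AOS effect with minus without busulfan. Handling of the BA10 livers gives the same values, so that the treatment and the handling cannot be told apart.

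The test of the difference of the AOS effects with and without busulfan called 7 genes, 4 higher and 3 lower (2002 at an unadjusted p under 0.05). They were Ier2 (log2 difference 2.16, adjusted p = 4.1e-04), Junb (3.24, 0.00547), Egr1 (6.52, 0.00547), Jund (1.10, 0.029), Cd163 (-3.58, 0.0238), Scgb1a1 (-6.06, 7.01e-04) and Sftpc (-8.47, 0.00994). The fitted values of Scgb1a1 and Sftpc, a lung surfactant gene, depend on the prior count, since A0 held 3 and 0 of their reads. Both genes were present in A10, BA0 and BA10 alike, so their difference comes from their near absence in A0. It is not evidence of an AOS effect that depends on busulfan. Without A0 replicate 3, A10 replicate 3 and BA10 replicate 3 245, 12 and 11 genes were called. Jund was lost after removal of the trends (0.271) and without A0 replicates 1 and 2, A10 replicate 2, any BA0 replicate and BA10 replicates 1 and 2 (0.0693 to 0.122), and Cd163 without A0 replicates 1 and 2, A10 replicates 1 and 2, BA0 replicate 3 and BA10 replicates 1 and 2 (0.0537 to 0.105). Scgb1a1, a lung airway gene, was at 3.65 to 6.00 CPM in the 9 libraries other than A0, and Sftpc at 0.67 to 2.14 CPM. BA0 replicate 2 held 466 CPM of pancreatic exocrine transcripts, against 21 to 39.6 CPM in the other libraries. Outside the genes the paper discusses, 8 p53 target genes and 12 liver sinusoidal endothelial cell markers were higher in BA0 compared to A0 (0 to 9 and 0 to 16 with each library left out in turn).

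Splits of 3 against 3 livers number 10, too few for a share under 0.05. The real split and the highest of the others called 823 and 1 genes in BA0 vs A0, 7 and 1 in BA10 vs BA0, 1307 and 0 in BA10 vs A0, and 469 and 3 in A10 vs A0. At the paper's thresholds they called 1 and 0 in BA0 vs A0, and 2 and 0 in BA10 vs BA0. Gene lists past the test numbered 14 and 19, 17 and 19, 13 and 17, and 13 and 16 in the same comparisons. For the difference of the AOS effects 2 of 100 splits, the real one included, gave 7 genes or more, a share under 0.05. These splits exchange the labels of all 4 groups, so they test whether the groups differ at all. They do not test the difference of the AOS effects alone, and chance is not excluded for it. Another split gave 75 genes, and the cause was not tested. For the lists 44 of 100 splits gave 15 lists or more (highest other 21), so that chance is not excluded there.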

How the results depend on the processing

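The tests with robust empirical Bayes, with limma on RPKM, with the length and GC trends removed, with major urinary protein and albumin genes left out, and with 2 libraries, or the trends and BA0 replicate 2, taken out together, and the leave-one-out medians of lists were chosen only after the result was seen.

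With RLE factors, without major urinary protein and albumin genes, and without pancreatic exocrine and erythroid genes, the counts of changed genes stayed within 1.5 times their values (the last was run for BA0 vs A0 and BA10 vs BA0 alone) and the interferon, inflammatory and cell cycle lists kept their side of the threshold. In BA0 compared to A0 these alternatives gave 807, 843 and 821 genes, of which 740, 750 and 817 were the same genes. The balance of directions moved with the scaling, from 527 higher and 296 lower genes with TMM to 444 and 363 with RLE and 415 and 679 with upper-quartile factors, and in BA10 compared to A0 from 896 and 411 to 645 and 872 with upper-quartile factors. With these factors the medians of fatty acid synthesis, cholangiocyte and adipocyte genes in BA0 compared to A0 went from 0.05, 0.04 and 0.04 to -0.02. Of 111 calls of a named gene in a comparison, 33 kept their direction and stayed past the threshold under every alternative set in advance that leaves no library out, and 13 in each leave-one-out. Of the 823 genes changed in BA0 compared to A0, 4 were called in all 12 leave-one-out fits.

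Other alternatives moved counts by more than 1.5 times, and where genes, libraries and groups stayed the same the cause was not tested. DESeq2 called 1608 genes in BA0 vs A0 (854 higher, 754 lower), 37 in BA10 vs BA0, 1316 in A10 vs A0 and 268 for the difference of the AOS effects, and 64 and 16 at the paper's thresholds in BA0 vs A0 and BA10 vs BA0. Limma on RPKM called 1563 in BA0 vs A0 (1487 higher, 76 lower) and 1047 in A10 vs A0, and 2 at the paper's thresholds in BA0 vs A0. With no filter edgeR called 433 in BA0 vs A0, 11 in BA10 vs BA0 and 20 in A10 vs A0, and with a mean of at least 5 CPM, which tests fewer genes, 4 in BA10 vs BA0, 800 in A10 vs A0 and 0 at the paper's thresholds in BA0 vs A0. Robust empirical Bayes gave 2 and 1 and upper-quartile factors 2 at the paper's thresholds in BA0 vs A0 and, for the former, BA10 vs BA0. Summed reads with a random sampling model (MARS), which ignore the spread between mice by construction, gave 868 and 313 in these comparisons.

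With the trends removed 75 genes were called in BA0 vs A0, 527 in BA10 vs A0 and 2 in A10 vs A0. Fits with fewer libraries have fewer degrees of freedom. With only the 2 groups compared, 96 genes were called in BA0 vs A0, 3 in BA10 vs BA0, 802 in BA10 vs A0 and 2 in A10 vs A0, with 0 at the paper's thresholds by edgeR in the first 2 (3479 and 727 at an unadjusted p under 0.05). Without A0 replicates 1 and 2 together, where the lone A0 library is assumed to vary like the other groups, 1, 3, 1 and 1 were called in these 4 comparisons and 2 for the difference of the AOS effects, with 0 at the paper's thresholds (1232 and 667 unadjusted). Without BA0 replicate 2 and A10 replicate 3 together, 334 were called in BA0 vs A0, 14 in BA10 vs BA0, 8 in A10 vs A0 and 11 for the difference, with 0 at the paper's thresholds in BA0 vs A0. With the trends removed and BA0 replicate 2 left out the counts were 8, 11, 442 and 2 in BA0 vs A0, BA10 vs BA0, BA10 vs A0 and A10 vs A0, and 0 at the paper's thresholds in the first 2 (1946 and 682 unadjusted).

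Each library left out in turn, the counts were 4 to 1876 in BA0 vs A0, 3 to 12 in BA10 vs BA0, 242 to 2155 in BA10 vs A0, 1 to 1675 in A10 vs A0 and 5 to 245 for the difference of the AOS effects, and 0 to 3 and 0 to 3 at the paper's thresholds in BA0 vs A0 and BA10 vs BA0. The lists past the test numbered 12 to 18, 13 to 25, 12 to 18, 6 to 17 and 9 to 17 in the 5 comparisons. In BA0 vs A0 and BA10 vs BA0 the adjusted p was 2.22e-14 to 0.00104 and 2.55e-36 to 2.91e-04 for the interferon-stimulated genes, which thus passed in each leave-one-out, 0.019 to 0.256 and 1.21e-04 to 0.219 for the inflammatory genes and 0.106 to 0.712 and 0.0184 to 0.919 for the cell cycle genes. The median of a list kept its sign in each leave-one-out for 28 of 37 lists in BA0 vs A0, 20 in BA10 vs BA0 and 26 for the difference, and stayed within 1.5 times its value for 10, 3 and 4. The cause was not tested.

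With a correlation between genes estimated from the data, 0, 1, 0, 0 and 1 lists passed camera in the 5 comparisons, against 14, 17, 13, 13 and 15 at the preset one, and the immediate-early genes were the list left in BA10 vs BA0 and for the difference. The calls of the interferon-stimulated genes in BA0 vs A0 (adjusted p = 0.789) and BA10 vs BA0 (0.445) and of the inflammatory genes in BA10 vs BA0 (0.449) were lost with it, the estimated correlations being 0.672, 0.673 and 0.171 in place of 0.01. The inflammatory genes in BA0 vs A0, at 0.00376 to 0.833 over all alternatives, passed with upper-quartile factors (0.0356), with the 2 groups alone (0.0457), with the trends removed (0.0115), also without BA0 replicate 2 (0.00376), without BA0 replicate 2 and A10 replicate 3 (0.0168) and without A0 replicates 1 and 2 (0.0080), and the cause was not tested. Without BA0 replicate 2 and A10 replicate 3, 7 lists passed in A10 vs A0 and 9 for the difference.

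Lists that changed direction were the interferon-stimulated genes in A10 vs A0 without A10 replicate 3 (0.912, and 0.907 without BA0 replicate 2 as well), the cholesterol genes in BA10 vs BA0 without BA0 replicate 1 (0.0121) and for the difference without BA0 replicate 2 and A10 replicate 3 (0.61), and the female-biased genes in BA10 vs BA0 without BA0 replicate 2 (0.00158), also without A10 replicate 3 (6.33e-04) or with the trends removed (0.0025). In all leave-one-out fits the adjusted p of these lists was 4.89e-05 to 0.912, 0.00423 to 0.66 and 0.00158 to 0.87. The cause was not tested.

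Of the genes changed in BA0 vs A0, 61.5% had the opposite sign in BA10 vs BA0, a share that was 40 to 75% with each library left out in turn. It was 38.9% with the 2 groups alone, 46.7% with the trends removed and 87.5% of 8 genes without BA0 replicate 2 as well, 22.3% and 26.7% where BA0 replicates 1 and 2 were each set apart for BA10 vs BA0, and 0% of 1 gene without A0 replicates 1 and 2, as at the paper's thresholds (0% of 1 gene). Setting a BA0 library apart keeps the comparisons from sharing livers by construction, and for the other values the cause was not tested.

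With the replicate number as a replicate block, 881 genes were called in BA0 vs A0 (685 of them the same genes) and 5 in BA10 vs BA0, but edgeR called 0 at the paper's thresholds in each (3703 and 606 at an unadjusted p under 0.05), and the cause was not tested. The replicate numbers are not stated to pair the mice.

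The alternatives for normalized values (rescaling or quantile normalization, other pseudocounts, limma without trend or with sample weights, and a fold of group means) were not run, since the table holds counts. A division of the 3 BA0 libraries between the comparisons into parts of 2 cannot be made. Library totals of 16439508 to 18174590 counts set the limit at 10 counts, or 0.593 CPM, and 12896 of 17871 genes were tested. Of the cytokine genes whose proteins the paper stained or blotted, Ifng, Il6 and Tnf had 7, 9 and 12 reads over the 12 libraries and were not tested.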

Differences from the paper's values

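Limma on RPKM, robust empirical Bayes, the removal of the length and GC trends, and leaving out major urinary protein and albumin genes or pairs of libraries, and the leave-one-out medians of lists were chosen only after the result was seen, and the other tests in this part were set before the data were examined.

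At the paper's thresholds, the paper's count of genes downregulated by busulfan is 749 and edgeR's is 0, and the paper's count of upregulated genes is 128 and edgeR's is 1 (Scgb1a1). For BA10 compared to BA0 the paper's counts are 121 decreased and 191 increased genes and edgeR's are 0 and 2 (Egr1 and Ier2). At an unadjusted p under 0.05 edgeR had 3671 genes of either direction in BA0 and 573 in BA10. Chance alone gives a share of about 0.05 of the 12896 genes tested, which the count in BA10 does not exceed. DESeq2 gave 16 lower and 48 higher genes in BA0 and 2 lower and 14 higher genes in BA10, and limma on RPKM, chosen after seeing the data, 0 and 2 in BA0 and 0 and 2 in BA10. The other alternatives with a spread between mice gave 0 to 1 and 0 to 2 in BA0 and 0 and 0 to 3 in BA10. Of the alternatives set before the data were examined, none gave a count within 1.5 times the paper's in the directions of the paper's text. MARS on summed reads, also set in advance, came near the paper's counts in the directions of Fig. 4a.

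The paper's methods name a random sampling model (MARS) and do not state how the mice of a group were combined. Run here on the summed reads of each group, it gave 127 lower and 741 higher genes in BA0, and 741 and 127 with the directions exchanged, against the paper's 749 and 128. For BA10 it gave 194 lower and 119 higher genes, and 119 and 194 with the directions exchanged, against the paper's 121 and 191. Set against the paper's text, these counts lie within 1.5 times the paper's only with the directions exchanged. Fig. 4a gives the paper's numbers in directions opposite to the text, and these are the directions that MARS gave without an exchange. Of the 868 genes called by MARS in BA0, 766 were tested by edgeR, which called 204, and 539 had an unadjusted p under 0.05. In BA10 the same values were 313, 237, 7 and 137.

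The paper places proliferation and immune pathways among the genes lower in BA0 and higher in BA10, and inflammation pathways among those higher in BA0 and lower in BA10. The cell cycle list had medians of -0.07 and -0.11 in these comparisons (camera, adjusted p = 0.317 and 0.19; leave-one-out medians -0.19 to 0.03 and -0.22 to -0.06), and of the immune cell markers 2 were higher in BA0 (0 to 3 with each library left out in turn) and 1, Cd163, was lower in BA10 (called in 3 of the 12 leave-one-out fits). The inflammatory list had medians of 0.25 and 0.08 (leave-one-out medians 0.18 to 0.31 and -0.04 to 0.19, negative in BA10 without BA10 replicate 2), and its call in BA10 compared to BA0 (adjusted p = 0.002) was lost with an estimated correlation (adjusted p = 0.449) and without BA10 replicate 2 (0.219). Without busulfan, in A10 compared to A0, the median of this list was 0.24, and in BA0 compared to A10 it was -0.02. The interferon-stimulated genes, with medians of 1.36 and -0.83, moved in the directions that the paper gives for inflammation pathways, but both list calls were lost with an estimated correlation (adjusted p = 0.789 and 0.445), and without BA0 replicate 2 the medians were 0.71 and -0.28.

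In Fig. 4d, by q-RT-PCR, Ifnar1, Ifnar2, Tgfb3, Cd36, Tlr4, Mrc1, Ifit4, Tlr7 and Ifi44 are lower in BA10 than in BA0. By RNA-seq the log2 fold change in BA10 compared to BA0 was positive for Ifnar2 (0.02), Tgfb3 (0.81), Cd36 (0.33), Tlr4 (0.08) and Mrc1 (0.20), and negative for Ifnar1 (-0.03), Tlr7 (-0.21), Ifi44 (-1.71) and Ifit1 (-2.60), Ifit4 not being in the table. The paper's primer table names Cd86 and Ifit1 in place of Cd36 and Ifit4, and Cd86 had a log2 fold change of -0.16. None of these passed edgeR's test (adjusted p = 0.99 to 1), while MARS called Ifi44 and Ifit1 lower. Egr1, higher in BA10 in the figure, was higher by RNA-seq too (6.51, adjusted p = 6.47e-04).

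In BA0 compared to A0 the figure shows all of these but Egr1 as higher, as well as Ccl2 and Jun. By RNA-seq Ifnar2 was lower (-0.48, adjusted p = 0.0197; lost without A0 replicates 1 and 2 and BA0 replicates 2 and 3, 0.0619 to 0.093), and Jun had a log2 fold change of -0.49 (adjusted p = 0.471). The signs of Ifnar1 (0.10), Tgfb3 (0.37), Cd36 (1.40), Tlr4 (1.28), Mrc1 (1.23), Ccl2 (2.57), Tlr7 (1.64), Ifi44 (3.50) and Ifit1 (3.07) were those of the figure, and Cd36, Tlr4 and Mrc1 passed edgeR's test (adjusted p = 0.0235, 0.0432 and 0.0154). Tlr7, Ifi44 and Ifit1 passed in DESeq2 (0.0447, 0.0229 and 0.0314), Tlr7 and Ifi44 also without A10 replicate 3 (0.0454 and 0.0449), and Ccl2 in limma (0.0391). Cd36 was lost without A0 replicates 1 and 2 and BA0 replicates 2 and 3 (0.0721 to 0.114) and after removal of the trends (0.0781). In A10 compared to A0, without busulfan, the transcripts of the q-RT-PCR had a median of 1.16 with 2 higher (camera, adjusted p = 0.0188). That median was 0.43 without A10 replicate 3. In BA0 compared to A10 their median was 0.15 with 0 called (camera, adjusted p = 0.922). The signs against A0 thus do not tell an effect of busulfan from a shift of the A0 livers.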

Other observations

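The comparisons BA0 vs A10 and BA10 vs A10, the simulated overlaps and the leave-one-out medians of lists were chosen only after the result was seen.

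Transcripts of the endothelial cells that line the liver sinusoids were higher in BA0 than in A0. Of 27 such markers 12 were higher (19 when adjusted over the list alone), and all had a positive log2 fold change (median 0.68, camera, adjusted p = 1.59e-12, and adjusted p = 0.354 with an estimated correlation). The count was 0 without A0 replicate 1 or 2 or BA0 replicate 3, 1 without BA0 replicate 2 and 7 without BA0 replicate 1. Kdr, the gene of a main receptor of vascular endothelial growth factor, rose from 21.6 ± 1.27 to 40 ± 6.54 CPM (SD, n = 3; log2 fold change 0.89, SE 0.13, adjusted p = 0.0154). Flt1, the gene of another such receptor, and Clec4g, a lectin gene of these cells, had log2 fold changes of 1.03 (adjusted p = 0.0203) and 0.52 (adjusted p = 0.0219). After removal of the trends the adjusted p of these 3 genes was 0.0248, 0.0429 and 0.0232. Kdr was lost without A0 replicate 1 or 2 or BA0 replicate 3 (0.0526 to 0.0781), Flt1 without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0592 to 0.102) and Clec4g without A0 replicate 1 or 2 or BA0 replicate 2 or 3 (0.0685 to 0.107). The A10 livers, without busulfan, had a shift in the same direction, with 10 markers higher than in A0 (0 to 9 with each library left out in turn and 0 with the trends removed) and a median of 0.59 (leave-one-out median 0.41 to 0.67), and between BA0 and A10 the median was 0.04 (adjusted p = 0.184). The shift of the list against A0 is thus not particular to the busulfan livers. A further rise with busulfan is not excluded. With the trends removed 3 markers were higher in BA0 than in A0 (median 0.63, adjusted p = 3.05e-21). Compared to BA0, the list had a median in BA10 of 0.22 (adjusted p = 1.2e-05, and adjusted p = 0.449 with an estimated correlation). The 40 matrix and stellate cell genes had a median of 0.51 in BA0 compared to A0 (adjusted p = 9.62e-08, and adjusted p = 0.745 with an estimated correlation) and of -0.28 in BA10 compared to BA0 (adjusted p = 1.04e-08, and adjusted p = 0.445 with an estimated correlation; leave-one-out median -0.37 to -0.09).

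Genes of the mitochondrial respiratory chain and genes higher in male livers were lower in BA0 than in A0, and genes higher in female livers were higher. Of 50 respiratory chain genes 15 were lower (29 when adjusted over the list alone), with a median of -0.31 (camera, adjusted p = 5.38e-13, and adjusted p = 0.645 with an estimated correlation). The count was 0 without A0 replicate 1 or 2 or any BA0 replicate, 2 without BA10 replicate 2, 4 without A10 replicate 2 or BA10 replicate 3, 5 without BA10 replicate 1 and 26 without A0 replicate 3. After removal of the trends the median was -0.14 (adjusted p = 3.46e-06). Their median in BA10 compared to BA0 was 0.07 (adjusted p = 0.0016, and adjusted p = 0.736 with an estimated correlation, and 0.0691 to 0.269 without BA0 replicate 3 or BA10 replicate 1; leave-one-out median 0.03 to 0.10). Of 36 male-biased genes 4 were lower (also when adjusted over the list alone), Selenbp2, Mup12, Cyp4a12a and Gstp1, with a median of -0.56 (adjusted p = 2.64e-08, and adjusted p = 0.354 with an estimated correlation). That count was 1 without A0 replicate 1 or 2 or any BA0 replicate, 2 without BA10 replicate 3 and 7 without A0 replicate 3. Of 24 female-biased genes 4 were higher (5 when adjusted over the list alone), Ntrk2, Cyp2a4, Cyp2b9 and Cyp3a41a, with a median of 1.65 (adjusted p = 3.75e-04, and adjusted p = 0.745 with an estimated correlation; leave-one-out median 0.51 to 2.35) that Ntrk2, without a read in A0 and far above it, does not set, and the count was 0 without A0 replicate 1 or 2 or BA0 replicate 2, 1 without BA0 replicate 3 or BA10 replicate 3 and 2 without A10 replicate 2 or BA10 replicate 1 or 2. In A10 compared to A0 the respiratory chain, male-biased and female-biased genes had medians of -0.31, -0.60 and 1.49 (leave-one-out medians -0.38 to -0.25, -0.71 to -0.46 and 0.69 to 2.02), and in BA0 compared to A10 of -0.01, -0.02 and 0.23. Without BA0 replicate 2 the median of the female-biased genes was 0.51 in BA0 compared to A0 and 0.65 in BA10 compared to BA0. The medians of the male-biased and female-biased genes in BA10 compared to BA0 were -0.08 (adjusted p = 0.73, but 4.95e-04 without BA0 replicate 2; leave-one-out median -0.25 to 0.04) and -0.22 (adjusted p = 0.482, but up at 0.00158 without BA0 replicate 2 and down at 0.00889 without BA0 replicate 3; leave-one-out median -0.45 to 0.65).

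Heat shock genes had medians of 0.33 in BA0 compared to A0 (adjusted p = 0.00451, and adjusted p = 0.794 with an estimated correlation, and 0.141 without A0 replicate 3; leave-one-out median 0.20 to 0.42) and 0.43 in BA10 compared to BA0 (adjusted p = 2.12e-18, and adjusted p = 0.233 with an estimated correlation), and endoplasmic reticulum stress genes of 0.28 (adjusted p = 0.267, but 0.0156 without A10 replicate 3; leave-one-out median 0.16 to 0.33) and 0.19 (adjusted p = 4.96e-05, and adjusted p = 0.445 with an estimated correlation; leave-one-out median 0.11 to 0.28). Antioxidant and glutathione genes had medians of -0.12 (adjusted p = 0.131) and -0.01 (adjusted p = 0.533; leave-one-out median -0.06 to 0.02). Among them Nfe2l2, the gene of the transcription factor NRF2, rose in BA0 (log2 fold change 0.91, adjusted p = 0.0154, 0.0213 after removal of the trends; lost without A0 replicate 1 or 2 or BA0 replicate 2 or 3, 0.0503 to 0.0781). Autophagy genes had medians of -0.06 (adjusted p = 0.17; leave-one-out median -0.12 to -0.05) and 0.07 (adjusted p = 0.0605, but 0.0321 to 0.0343 without BA0 replicate 2 or BA10 replicate 3; leave-one-out median 0.03 to 0.09), clock genes of -0.04 (adjusted p = 0.923; leave-one-out median -0.10 to 0.02) and 0.11 (adjusted p = 0.0605, but 0.00977 to 0.0134 without BA0 replicate 2 or BA10 replicate 2; leave-one-out median 0.04 to 0.12), and histone genes of -0.46 (adjusted p = 0.0184, and adjusted p = 0.354 with an estimated correlation, and 0.0668 without BA0 replicate 1; leave-one-out median -0.52 to -0.30) and 0.07 (adjusted p = 0.654; leave-one-out median 0.01 to 0.18).

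Of markers of other cells and tissues, erythroid genes had medians of -0.67 (adjusted p = 4.94e-04, and adjusted p = 0.354 with an estimated correlation) and -0.07 (adjusted p = 0.819; leave-one-out median -0.15 to 0.16), cholangiocyte markers of 0.04 (adjusted p = 0.747; leave-one-out median -0.01 to 0.29) and -0.185 (adjusted p = 0.0215, and adjusted p = 0.445 with an estimated correlation, and 0.134 to 0.199 without BA0 replicate 1 or BA10 replicate 1 or 2; leave-one-out median -0.30 to -0.11), and pancreatic exocrine genes of 2.13 (adjusted p = 0.352, but 1.85e-04 to 0.0431 without A10 replicate 3, BA0 replicate 1 or BA10 replicate 1; leave-one-out median 0.52 to 5.52) and -0.59 (adjusted p = 0.00244, and adjusted p = 0.169 with an estimated correlation; leave-one-out median -7.44 to -0.55). Adipocyte markers had medians of 0.04 (adjusted p = 0.29; leave-one-out median -0.43 to 0.09) and 0.08 (adjusted p = 0.308; leave-one-out median 0.00 to 0.21), and smooth muscle and mesothelial markers of 0.15 (adjusted p = 0.447; leave-one-out median 0.05 to 0.24) and -0.48 (adjusted p = 7.45e-05, and adjusted p = 0.249 with an estimated correlation; leave-one-out median -0.76 to -0.37). The transcripts of the paper's q-RT-PCR had medians of 1.23 (adjusted p = 0.0184, and adjusted p = 0.745 with an estimated correlation, and 0.16 without A0 replicate 3) and 0.08 (adjusted p = 5.25e-05, and adjusted p = 0.249 with an estimated correlation; leave-one-out median 0.00 to 0.29), and those of its stained or blotted proteins of 0.14 (adjusted p = 0.923; leave-one-out median -0.01 to 0.15) and 0.15 (adjusted p = 0.181; leave-one-out median 0.06 to 0.18). The q-RT-PCR transcripts had medians of 1.16 in A10 compared to A0 and 0.15 in BA0 compared to A10. The mean or the direction of camera differed in sign from the median in BA0 compared to A0 for fatty acid synthesis (mean 0.04, down), fatty acid oxidation (0.10, down), cell cycle (0.02, down), B cell (-0.004, down), neutrophil (0.08, down), adipocyte (-0.10, down) and clock genes (0.03, up), and in BA10 compared to BA0 for fatty acid oxidation (-0.01, up) and erythroid genes (0.61, up). Too few genes were tested in the lists of pancreatic islet (0 of 17), skeletal muscle (3 of 22), intestinal (3 of 25) and mitochondrially encoded genes (0 of 26, with none in the table).

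In BA10 compared to A0 13 lists passed camera, none with an estimated correlation (adjusted p = 0.147 to 0.824). Among those that passed in each leave-one-out fit were immediate-early (median 1.06), sinusoidal endothelial (0.88), heat shock (0.66), p53 target (0.57) and inflammatory genes (0.38; leave-one-out median 0.21 to 0.50). In A10 compared to A0 13 passed, none with an estimated correlation (0.787 to 0.908), in each leave-one-out fit sinusoidal endothelial (0.59), respiratory chain (-0.31), male-biased (-0.60) and female-biased genes (1.49; leave-one-out median 0.69 to 2.02). For the difference of the AOS effects 15 passed, and with an estimated correlation the immediate-early genes did (median 1.23, adjusted p = 0.0498) and the others did not (0.586 to 0.597), among them interferon-stimulated (-1.60, but -0.64 without A10 replicate 3 and -1.21 without BA0 replicate 2), matrix (-0.61; leave-one-out median -0.75 to -0.41) and respiratory chain genes (0.39). There the median of endoplasmic reticulum stress genes was -0.0147 (leave-one-out median -0.21 to 0.52), and their mean 0.11.

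In BA0 compared to A10 edgeR called 0 genes (640 at an unadjusted p under 0.05, no more than chance gives, with no other tool run), and the p53 targets had a median of 0.26 (camera, adjusted p = 2.07e-10, and adjusted p = 0.029 with an estimated correlation). In BA10 compared to A10 12 genes were higher and 4 lower, 15 of them also after removal of the trends. The higher genes were Btg2, Junb, Fos, Egr1, Rasgef1b, Trp53inp1, Ier2, Nr4a1, Igfbp1, Ildr2, Banp and Bcl6b, and the lower genes were Fbxo21 (log2 fold change -1.11), Cd163 (-2.95), Trim25 (-5.87) and Pdp2 (-0.62), named after their values were seen. The immediate-early genes and the p53 targets had medians of 1.17 (adjusted p = 3.42e-42, and adjusted p = 0.00757 with an estimated correlation) and 0.38 (adjusted p = 4.18e-14, and adjusted p = 0.00716 with an estimated correlation). These 2 comparisons were not repeated with libraries left out.

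The 3 A0 libraries enter several comparisons. Against A0, 190 (98, 87.2 to 112; 47, 39 to 59) genes were higher and 103 (42, 32.2 to 50; 21, 15.2 to 27.8) lower in both BA0 and A10, 427 (208, 192 to 226; 412, 396 to 431) and 166 (69.5, 57.2 to 81.8; 184, 174 to 193) in BA0 and BA10, and 209 (131, 118 to 144; 64.5, 56 to 79.5) and 93 (50, 42.2 to 61.5; 26, 19 to 33) in A10 and BA10, where the numbers in brackets are the median and range of 95% of 50 draws of simulated data, first with no effect in any group and then with the busulfan effect alone, for as many genes per comparison and direction. The genes shared by BA0 and BA10 are thus no more than the second model gives, while those shared with A10 exceed both. That model gives BA10 the whole fitted difference of BA0 from A0, with any part that A10 shows too. It therefore cannot show that the genes shared by BA0 and BA10 come from busulfan. In both models genes vary independently, so that an excess over them does not by itself show an effect on a group. The log2 fold changes of A10 and BA0 had a correlation of 0.686, against 0.507 in simulated data with the same libraries and no effect in any group (0.455 to 0.555). In those data 88.1% (86.3% to 90.2%) of as many genes with the smallest p in BA0 compared to A0 had the opposite sign in BA10 compared to BA0.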
